# MiR-150 blunts cardiac dysfunction in mice with cardiomyocyte loss of β_1_-adrenergic receptor/β-arrestin signaling and controls a unique transcriptome

**DOI:** 10.1038/s41420-022-01295-9

**Published:** 2022-12-30

**Authors:** Bruno Moukette, Satoshi Kawaguchi, Marisa N. Sepulveda, Taiki Hayasaka, Tatsuya Aonuma, Suthat Liangpunsakul, Lei Yang, Rohan Dharmakumar, Simon J. Conway, Il-man Kim

**Keywords:** Receptor pharmacology, Apoptosis, Extracellular signalling molecules, Heart failure, Non-coding RNAs

## Abstract

The β_1_-adrenergic receptor (β_1_AR) is found primarily in hearts (mainly in cardiomyocytes [CMs]) and β-arrestin-mediated β_1_AR signaling elicits cardioprotection through CM survival. We showed that microRNA-150 (miR-150) is upregulated by β-arrestin-mediated β_1_AR signaling and that CM miR-150 inhibits maladaptive remodeling post-myocardial infarction. Here, we investigate whether miR-150 rescues cardiac dysfunction in mice bearing CM-specific abrogation of β-arrestin-mediated β_1_AR signaling. Using CM-specific transgenic (TG) mice expressing a mutant β_1_AR (G protein-coupled receptor kinase [GRK]^–^β_1_AR that exhibits impairment in β-arrestin-mediated β_1_AR signaling), we first generate a novel double TG mouse line overexpressing miR-150. We demonstrate that miR-150 is sufficient to improve cardiac dysfunction in CM-specific GRK^–^β_1_AR TG mice following chronic catecholamine stimulation. Our genome-wide circular RNA, long noncoding RNA (lncRNA), and mRNA profiling analyses unveil a subset of cardiac ncRNAs and genes as heretofore unrecognized mechanisms for beneficial actions of β_1_AR/β-arrestin signaling or miR-150. We further show that lncRNA Gm41664 and GDAP1L1 are direct novel upstream and downstream regulators of miR-150. Lastly, CM protective actions of miR-150 are attributed to repressing pro-apoptotic GDAP1L1 and are mitigated by pro-apoptotic Gm41664. Our findings support the idea that miR-150 contributes significantly to β_1_AR/β-arrestin-mediated cardioprotection by regulating unique ncRNA and gene signatures in CMs.

## Introduction

Chronic stimulation of β-adrenergic receptors (βARs) induces adverse cardiac remodeling via Gαs protein-dependent pathways such as protein kinase A (PKA) signaling [1–5], which is a therapeutic basis for βAR antagonists (β-blockers) in heart failure (HF) [6–8]. However, β-blockers can have detrimental effects [9, 10], and the actions of individual β-blockers are divergent [11]. Thus, a better understanding of signaling events downstream of βAR is needed for developing novel HF therapeutics. Evidence of one such signaling pathway was revealed in a study, which used wild-type (WT) littermates and three lines of cardiomyocyte (CM)-specific transgenic (TG) mice for β_1_AR. By generating CM-specific TG mouse models for WT β_1_AR, one β_1_AR mutant lacking PKA phosphorylation sites and Gαs coupling (PKA^**–**^β_1_AR; β-arrestin-biased β_1_AR), and the other β_1_AR mutant lacking G protein-coupled receptor kinase [GRK] phosphorylation sites and β-arrestin coupling (GRK^**–**^β_1_AR; Gαs-biased β_1_AR), this study showed that GRK^**–**^β_1_AR TG had greater cardiac apoptosis and more severe HF than WT and two other lines of β_1_AR TG mice following chronic catecholamine treatment. This previous report demonstrated that β-arrestin-mediated β_1_AR signaling (β_1_AR/β-arrestin signaling) has a major influence on cardiac function in HF [12]. We then showed that the nonselective β-blocker carvedilol (Carv) elicits protective effects via β_1_AR/β-arrestin signaling in the absence of Gαs protein activation [13]. We also identified miR-150 as activated by Carv-mediated β_1_AR/β-arrestin protective signaling [14]. Distinct from β_2_AR expression, β_1_AR is found primarily in hearts (mainly in CMs), and β_1_AR/β-arrestin signaling confers protective effects in part due to increased CM survival [12]. However, despite the importance of the βAR/β-arrestin pathway in HF and our discovery of biased ligands to selectively activate this pathway, the detailed molecular mechanisms by which β_1_AR/β-arrestin signaling confers cardiac protection and CM survival are poorly understood. This lack of mechanistic insight represents a critical barrier to exploiting β_1_AR/β-arrestin signaling for the treatment of HF.

Small noncoding RNAs (ncRNAs) [microRNAs; miRNAs or miRs) downregulate target mRNAs. Modulation of cardiac miR activity is thought to be a critical underlying mechanism of HF [15–19]. Stimulatingly, novel miR therapies are being investigated in clinical trials for other diseases [20–23] and HF [24]. Using a miR-150 knockout (KO) mouse model, we reported that β_1_AR/β-arrestin-responsive miR-150 is protective in myocardial infarction (MI) in part via suppressing CM apoptosis [25]. More recently, we demonstrated that CM-specific miR-150 conditional KO (cKO) mice augment apoptosis and maladaptive post-MI remodeling partially by inducing apoptotic genes in CMs [26]. Interestingly, miR-150 is downregulated in patients with many cardiovascular diseases (CVDs) [27–30] and diverse rodent models of HF [25, 31, 32]. MiR-150 is conserved between rodents and humans, and it is significantly associated with the severity and outcome in patients with HF [33]. Collectively, these previous studies support the clinical relevance and potential therapeutic application of miR-150 in HF. However, detailed mechanisms by which miR-150 is controlled and regulates HF remain elusive.

Long ncRNAs (lncRNAs) have emerged as crucial regulators of human diseases [34, 35]. Pharmaceutical companies have accordingly tried to develop lncRNA therapeutics [36–39]. Interestingly, lncRNAs function as endogenous competing endogenous RNAs (ceRNAs) that sponge miRs, thus activating target mRNAs of miRs [40]. We recently showed that Carv/β_1_AR/β-arrestin-responsive miR-150 overexpression attenuates maladaptive post-MI remodeling caused by a lncRNA MIAT [41], indicating that MIAT is a functionally important upstream negative regulator of cardiac miR-150. Gm41664 is a natural anti-sense lncRNA of *kinesin family member 5B* (*Kif5b*) and there has been no study on this anti-sense lncRNA. Directly related to this study, evidence establishing the functional link between Gm41664 and miR-150 in hearts and CMs is also lacking, and the upstream mechanisms modulating Gm41664 have not been defined.

Ganglioside Induced Differentiation Associated Protein 1 Like 1 (GDAP1L1) is a regulator of mitochondrial fission. Mitochondrial fission is required for maintaining mitochondrial functions including apoptosis [42]. GDAP1L1 is mainly expressed in the central nervous system [43]. Diseases associated with GDAP1L1 include Spinocerebellar Ataxia 36 and Charcot-Marie-Tooth Disease, and a known paralog of this gene is GDAP1 [44]. GDAP1L1 regulates cytokine production by activating mitogen-activated protein kinase (MAPK) and nuclear factor (NF)-κB pathways. GDAP1L1 mediates macrophage activation, thus promoting neutrophil chemotaxis and keratinocyte hyperproliferation [45]. However, little is known about the regulatory mechanisms of GDAP1L1 by ncRNAs. In particular, whether GDAP1L1 is functionally regulated by the β_1_AR/β-arrestin/Gm41664/miR-150 axis in HF and CM apoptosis remains unknown.

Using a novel double TG (DTG) mouse model, unbiased genome-wide ncRNA and gene profiling analyses, and CM studies, we demonstrate in the current study that (i) miR-150 overexpression in mice with CM-specific deficiency in β_1_AR/β-arrestin protective signaling mitigates cardiac dysfunction after catecholamine stimulation; (ii) the lncRNA, Gm41664 is a novel negative regulator of miR-150 and *Gdap1l1* is an unrecognized target of the Gm41664/miR-150 axis; (iii) the expression of Gm41664 or *Gdap1l1* is upregulated in CMs subjected simulated ischemia/reperfusion (hypoxia/reoxygenation) [sI/R (H/R)], concurrent with miR-150 downregulation; and (iv) the protective effects of miR-150 in CMs are mediated by the direct and functional inhibition of apoptotic *Gdap1l1*, and the apoptotic action of Gm41664 in CMs is alleviated by the direct and functional target, miR-150. Thus, the Gm41664/miR-150/*Gdap1l1* axis may be considered a novel therapeutic modality for HF associated with CM dysfunction.

## Results

### MiR-150 overexpression attenuates deterioration of cardiac function after chronic catecholamine stimulation in mice with CM-specific deficiency of β-arrestin-mediated β_1_AR signaling

HF is a condition associated with excessive sympathetic stimulation. A previous study showed that β-arrestin-mediated β_1_AR signaling elicits cardioprotection by generating a CM-specific TG mouse model overexpressing a mutant β_1_AR that lacks phosphorylation sites on β_1_AR by GRKs and demonstrating significant deterioration in cardiac function after chronic catecholamine stimulation [12]. We previously reported that the CM-specific TG mice [hereinafter referred to as GRK^**–**^β_1_AR TG mice], which exhibit impaired β-arrestin-mediated β_1_AR protective signaling [12], failed to upregulate miR-150 in response to β-arrestin-biased β_1_AR ligands [14]. To test whether a β_1_AR/β-arrestin-responsive miR, miR-150 would confer protection against chronic isoproterenol (ISO) treatment in GRK^**–**^β_1_AR TG mice, we bred GRK^**–**^β_1_AR TG mice with miR-150 TG mice to generate a novel GRK^**–**^β_1_AR/miR-150 DTG mouse line. First, we confirm miR-150 overexpression by showing that the level of miR-150 is increased by ~3 folds in GRK^**–**^β_1_AR/miR-150 DTG mice compared to GRK^**–**^β_1_AR TG controls. We also observe miR-150 downregulation in the hearts of both GRK^**–**^β_1_AR/miR-150 DTG and GRK^**–**^β_1_AR TG mice subjected to 1 week of ISO (Fig. 1A). We further show that GRK^**–**^β_1_AR/miR-150 DTG mice have a normal cardiac function at baseline (Fig. 1B–F and Table S1). However, a significant enhancement in cardiac function is observed at 7 days after ISO treatment in GRK^**–**^β_1_AR/miR-150 DTG mice compared to GRK^**–**^β_1_AR TG mice. This functional improvement is indicated by increased ejection fraction (EF), fractional shortening (FS), cardiac output (CO), and stroke volume (SV), as well as reduced diastolic left ventricular interior diameter (LVIDd), systolic LVID (LVIDs), diastolic LV anterior wall thickness (LVAWd), systolic LVAW (LVAWs), diastolic LV posterior wall thickness (LVPWd), systolic LVPW (LVPWs), end-diastolic volume (EDV), and end-systolic volume (ESV) (Fig. 1B–F and Table S2). Lastly, our morphometric data reveal that GRK^**–**^β_1_AR/miR-150 DTG mice display significantly decreased heart weight (HW)/body weight (BW) and LV weight (LVW)/BW after chronic ISO treatment (Table S2) when compared with GRK^**–**^β_1_AR TG mice. Collectively, these findings indicate that genetic overexpression of miR-150 in GRK^**–**^β_1_AR TG mice relieves cardiac dysfunction under conditions of catecholamine excess, thereby establishing for the first time the direct in vivo functional interaction between β-arrestin-mediated β_1_AR protective signaling and miR-150 in the heart.

**Fig. 1:**
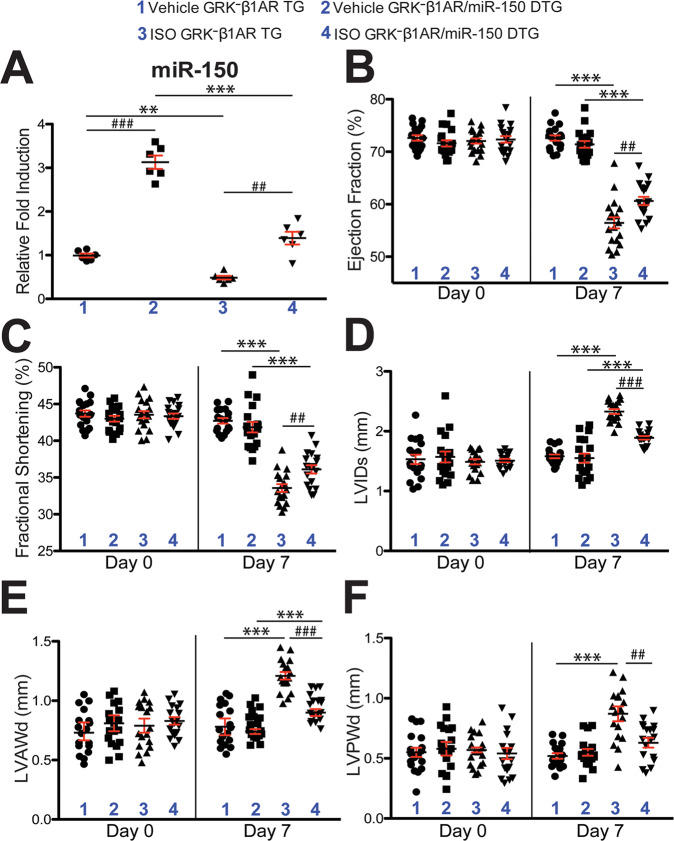
Cardiomyocyte-specific overexpression of GRK^−^β_1_AR exacerbates cardiac dysfunction following chronic isoproterenol treatment, which is in part rescued by miR-150. **A** MiR-150 expression in left ventricles (LVs) from cardiomyocyte (CM)-specific GRK^−^β_1_AR transgenic (TG) and GRK^−^β_1_AR;miR-150 double TG (DTG) mice at 1 week after vehicle or isoproterenol (ISO) infusion. *N* = 6. Data are presented as fold induction of miR-150 expression normalized to U6 snRNA. Two-way ANOVA with Tukey multiple comparison test. **P < 0.01 or ***P < 0.001 vs. vehicle; ^##^*P* < 0.01 or ^###^*P* < 0.001 vs. GRK^−^β_1_AR TG. **B**–**F** Transthoracic echocardiography was performed in 4 experimental groups (vehicle and ISO of GRK^−^β_1_AR TG and GRK^−^β_1_AR;miR-150 DTG) at week 0 and 1 post-treatment. Quantification of LV ejection fraction (**B**), fractional shortening (**C**), internal diameter, systole (LVIDs: **D**), anterior wall thickness, diastole (LVAWd: **E**), and posterior wall thickness, diastole (LVPWd: **F**) is presented. *N* = 18 per group. Two-way repeated-measures ANOVA with Bonferroni post hoc test. ***P < 0.001 vs. vehicle; ^##^*P* < 0.01 or ^###^*P* < 0.001 vs. GRK^−^β_1_AR TG. All data are presented as mean ± SEM.

### MiR-150 overexpression in mice with CM-specific ablation of β-arrestin-mediated β_1_AR signaling largely corrects replacement fibrosis and cell death after chronic catecholamine treatment

To determine if miR-150 partially rescues cardiac deterioration in GRK^–^β_1_AR TG mice after chronic catecholamine stimulation, we examined cardiac damage, fibrosis, and cell death in GRK^**–**^β_1_AR/miR-150 DTG mice. We find that GRK^**–**^β_1_AR/miR-150 DTG hearts significantly reduce the loss of normal architecture and cellular integrity, as well as necrosis and infiltration of additional nuclei after 1 week of ISO stimulation compared to GRK^**–**^β_1_AR TG hearts (Fig. 2A). GRK^**–**^β_1_AR/miR-150 DTG hearts also have a significant decrease in mRNA levels of fetal *Anp* (Fig. 2B) after 1 week of ISO stimulation compared to GRK^**–**^β_1_AR TG hearts. The expression of inflammatory *Tnf-α* is also decreased in GRK^**–**^β_1_AR/miR-150 DTG hearts (Fig. 2C) compared to GRK^**–**^β_1_AR hearts. By performing Masson’s trichrome staining of the hearts, we observe significantly reduced interstitial fibrosis post-ISO treatment in GRK^**–**^β_1_AR/miR-150 DTG hearts than GRK^**–**^β_1_AR TG hearts (Fig. 2D, E), consistent with decreased expression of fibrotic *Col3a1* in GRK^**–**^β_1_AR/miR-150 DTG hearts compared to GRK^**–**^β_1_AR TG controls (Fig. 2F). Lastly, GRK^**–**^β_1_AR/miR-150 DTG hearts contain significantly decreased numbers of TUNEL-positive cells post-ISO treatment (Fig. 3A, B) and a significant decrease in mRNA levels of apoptotic *Bax* (Fig. 3C) compared to GRK^**–**^β_1_AR TG hearts. Altogether, our data indicate that miR-150 attenuates cardiac dysfunction caused by abrogation of β-arrestin-mediated β_1_AR signaling and that miR-150 represents a crucial downstream mechanism by which β_1_AR-mediated β-arrestin signaling confers beneficial remodeling in failing hearts by inhibiting CM cell death.

**Fig. 2:**
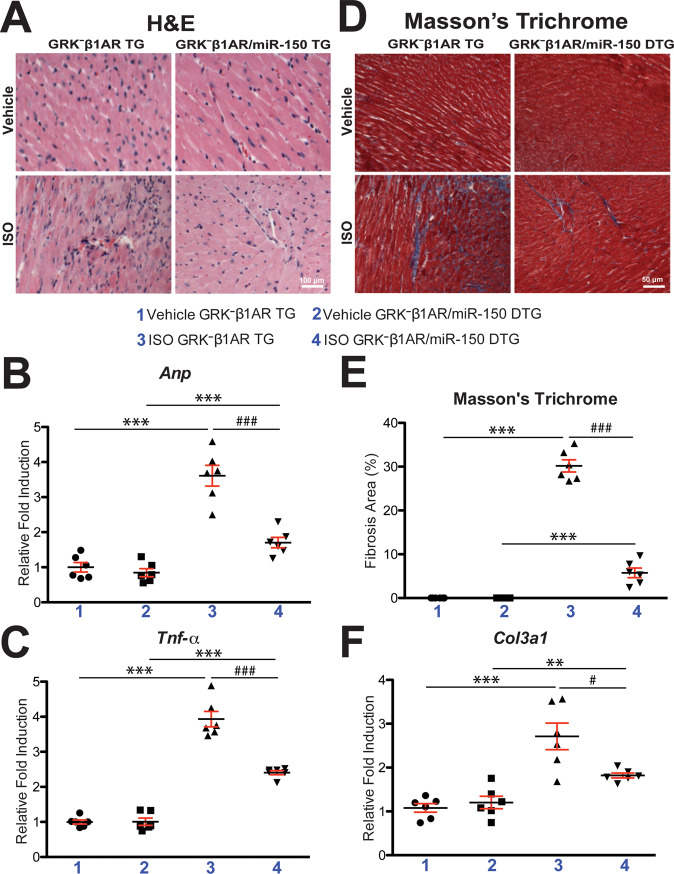
Cardiomyocyte-specific overexpression of GRK^−^β_1_AR induces cardiac stress and fibrosis after chronic isoproterenol treatment, which is alleviated by miR-150. **A** Representative hematoxylin and eosin (H&E) images from heart sections at 1-week post-treatment show a decrease in abnormal architecture and cellular integrity, and in disorganized structure in ISO GRK^−^β_1_AR;miR-150 DTG hearts compared to ISO GRK^−^β_1_AR TG controls- Scale bar: 100 μm. **B**, **C** Real-Time Quantitative Reverse Transcription (QRT)-PCR analyses of *Anp* (**B**) and *Tnf-α* (**C**) expression for cardiac damage and inflammation in GRK^−^β_1_AR;miR-150 DTG hearts compared to GRK^−^β_1_AR TG controls at 1-week post-treatment. *N* = 6 per group. Data are presented as fold induction of gene expression normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*). Two-way ANOVA with Tukey multiple comparison test. ***P < 0.001 vs. vehicle; ^###^*P* < 0.001 vs. ISO GRK^−^β_1_AR TG. **D**, **E** Representative Masson’s trichrome images in heart sections from 4 experimental groups at 1-week post-treatment (**D**) and fibrosis quantification in whole left ventricles (LVs) (**E**). Scale bar: 50 μm. *N* = 6 per group. Two-way ANOVA with Tukey multiple comparison test. ***P < 0.001 vs. vehicle; ^###^*P* < 0.001 vs. ISO GRK^−^β_1_AR TG. **F** QRT-PCR analysis of fibrotic *Col3a1* expression in GRK^−^β_1_AR;miR-150 DTG hearts compared to GRK^−^β_1_AR TG controls at 1-week post-treatment. *N* = 6 per group. Data are presented as fold induction of gene expression normalized to *Gapdh*. Two-way ANOVA with Tukey multiple comparison test. **P < 0.01 or ***P < 0.001 vs. vehicle; ^#^*P* < 0.05 vs. ISO GRK^−^β_1_AR TG. All data are presented as mean ± SEM.

**Fig. 3:**
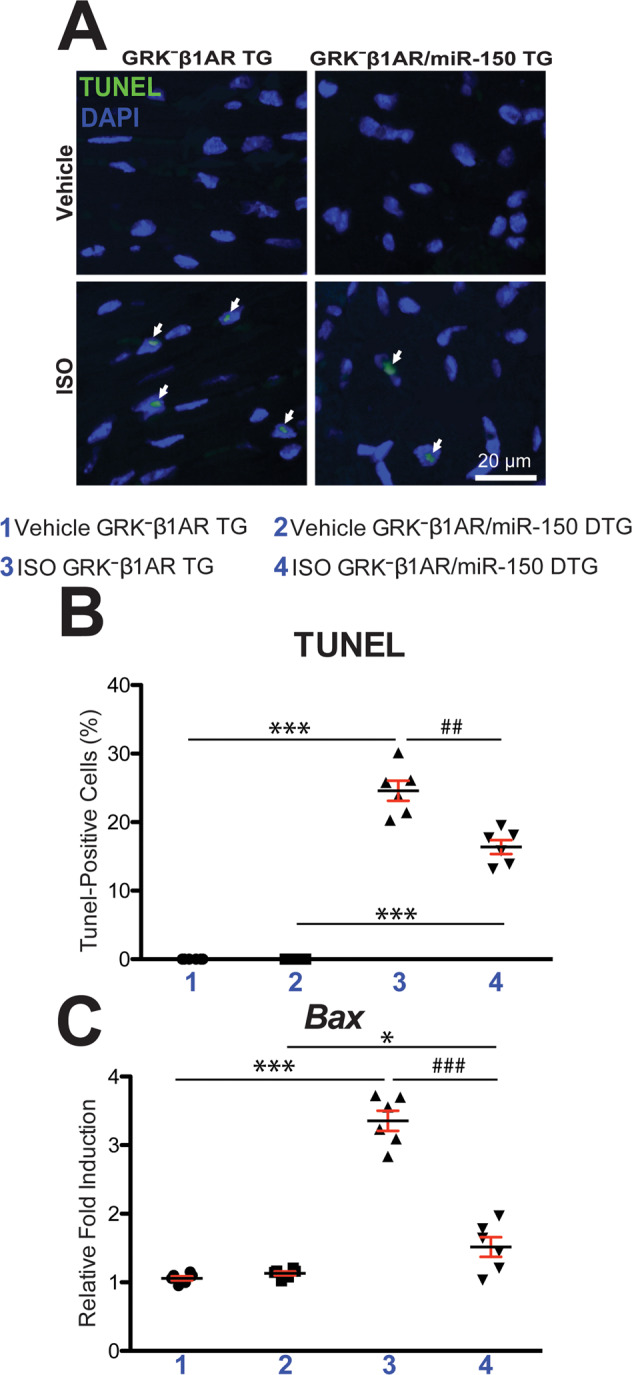
Cardiomyocyte-specific overexpression of GRK^−^β_1_AR augments cardiac apoptosis after chronic isoproterenol treatment, which is repressed by miR-150. **A**, **B** Representative terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining images in heart sections at 1-week post-treatment (**A**) and apoptosis quantification in six 40× fields (**B**). Scale bar: 20 μm. **C** QRT-PCR analysis of pro-apoptotic *Bax* expression in GRK^−^β_1_AR;miR-150 DTG hearts compared to GRK^−^β_1_AR TG controls at 1-week post-treatment. *N* = 6 per group. Data are presented as fold induction of gene expression normalized to *Gapdh*. Two-way ANOVA with Tukey multiple comparison test. *P < 0.05 or ***P < 0.001 vs. vehicle; ^##^*P* < 0.01 or ^###^*P* < 0.001 vs. ISO GRK^−^β_1_AR TG. All data are presented as mean ± SEM.

### CM-specific abrogation in β-arrestin-mediated β_1_AR signaling decreases cardiac circRNA-31100 and circRNA-32197 after chronic catecholamine stimulation, which is reversed by miR-150

Although miR-150 is involved in human HF [33], the mechanistic details of its actions are largely unknown. 

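Left ventricular RNA from 12 mice was hybridized to Arraystar mouse circRNA microarrays, with 1 array per mouse and 3 mice in each of 4 groups. The groups were the transgenic mice (TG) and the double transgenic mice that also overexpress miR-150 (DTG), each treated with vehicle or isoproterenol (ISO). The methods give ISO as 3 mg/kg/day from mini-osmotic pumps for 7 days, whereas the design text deposited with the arrays speaks of an injection. Each group held 1 female and 2 male mice, harvested at 9 to 12 weeks of age. A circRNA is a closed loop without free ends, so RNase R, which degrades RNA from a free end, was used to remove linear RNA before Cy3 labeling. Each circRNA probe spans the junction where its loop is closed. The authors deposited the scanner output of Feature Extraction version 11.0.1.1, which gives each spot's fluorescence intensity after background correction and without normalization between arrays. Every array carried 14236 circRNA probes in 1 spot each, 14 circRNA control probes, 50 probes for linear RNA and 15 negative control probes.
The share of circRNA probes well above background was between 86.3% and 92.5% per array, and 0 spots were saturated. Between 20% and 27.3% of the negative control spots carried the same mark, so it does not show by itself that a circRNA was present. The 75th percentile of circRNA probe signal ranged from 80.3 to 107 intensity units in ISO TG (median 105), from 129 to 157 in ISO DTG (median 141), from 136 to 171 in vehicle DTG (median 150) and from 129 to 424 in vehicle TG (median 132). The 424 belonged to replicate 3 of vehicle TG. The paper's text does not name the normalization of these arrays, and its combined Supplementary Information was not read here. Signals were therefore put on the log2 scale and each array's 75th percentile was subtracted. Between 10 and 71 circRNA spots per array that the software marked as outliers were left out. The 13046 probes well above background on at least 3 of the 12 arrays (91.6%) were tested with limma, with 1 estimate of each probe's spread shared by the 4 groups.
The spread between mice differed between groups. The median SD of a probe was 0.18 in ISO DTG, 0.25 in vehicle DTG, 0.39 in ISO TG and 0.69 in vehicle TG on the log2 scale (n = 3 in each). Spearman correlations across probes, which are not independent replicates, were 0.986 to 0.988 between arrays of ISO DTG, 0.962 to 0.985 in vehicle DTG, 0.899 to 0.956 in ISO TG and 0.697 to 0.924 in vehicle TG. With 3 arrays per group, the number of arrays limits the precision of each comparison.

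**Figure D1:**
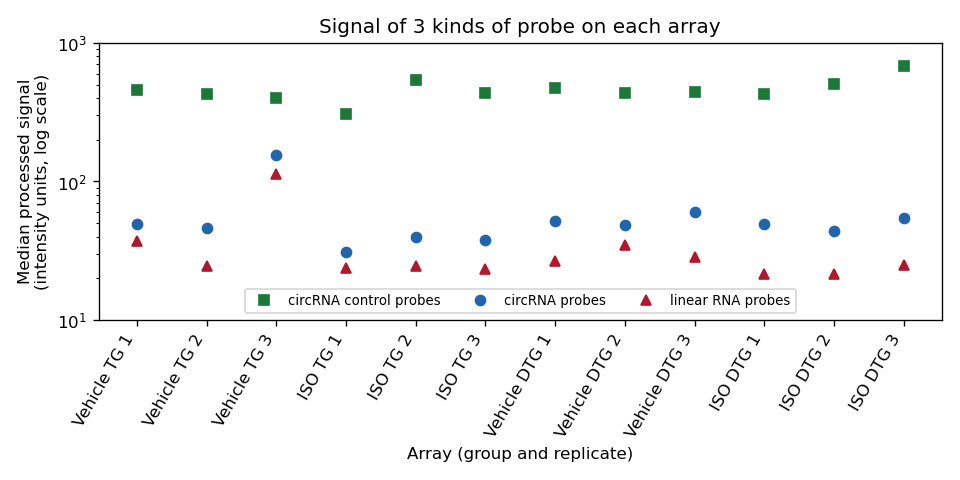
Median processed signal of circRNA control probes (squares), circRNA probes (circles) and linear RNA probes (triangles) on each of the 12 arrays, in intensity units on a log axis. The array of vehicle TG replicate 3 had medians of 155 over circRNA probes and 113 over linear RNA probes, above the other 11 arrays, and 399 over circRNA control probes.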

To investigate how cardiac miR-150 exerts its function in mice with CM-specific deficiency in β-arrestin-mediated β_1_AR signaling, we performed circular noncoding RNA (circRNA) profiling of left ventricles (LVs) from GRK^**–**^β_1_AR TG and GRK^**–**^β_1_AR/miR-150 DTG mice subjected to the vehicle or ISO treatment for 1 week. 

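Cardiac circRNAs were compared in ISO TG against vehicle TG (comparison I), ISO DTG against ISO TG (II), ISO DTG against vehicle DTG (III) and vehicle DTG against vehicle TG (IV). All ISO DTG arrays were on slide 1 and all ISO TG arrays on slide 2, so II is also a comparison of slides. After Benjamini-Hochberg adjustment at 0.05, limma called 0 circRNA probes in each of the 4 comparisons. The lowest adjusted p from limma was 0.360 in I, 0.149 in II, 1.00 in III and 1.00 in IV. The methods' t-test on the same values called 0 probes in I, 6 in II, 0 in III and 0 in IV after the same adjustment. Limma fitted to only the 6 arrays compared called 0 in I, 1864 in II, 0 in III and 0 in IV. At an unadjusted p below 0.05, limma counted 1785 probes in I, 3351 in II, 242 in III and 273 in IV, where about 651 would be counted by chance in each comparison. These counts depend on the spread shared by the 4 groups. Fitted to the 6 arrays compared, the counts were 426, 5220, 1609 and 126, and the methods' t-test gave 401, 3945, 1548 and 225, so I lay below the chance number and III above it.
With a change of at least 1.5-fold as well, 1035 probes were higher and 727 lower in ISO TG than in vehicle TG. In comparison II, 1225 were higher and 2091 lower in ISO DTG than in ISO TG. Comparison III gave 115 higher and 113 lower probes, and comparison IV gave 73 higher and 194 lower probes. These balances depended on the scaling. In I, quantile normalization gave 931 higher and 869 lower, and normexp background correction 3859 and 510. Scaling to the circRNA control probes gave 18 and 3774 there. In IV, normexp gave 2407 and 16. Normexp and control-probe scaling were chosen after the data were seen. The 3 arrays of one group lay entirely above or below the 3 of the other for 9.95% of the probes in I, 45.3% in II, 19.5% in III and 5.98% in IV, and chance gives 10%. In II this share may reflect slide as well as group. The median standard error of a log2 fold change was 0.38 in all 4 comparisons, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p under 0.1. Weights for each array, estimated gene by gene after limma's REML estimate did not converge, moved the adjusted counts most, to 2782 in I, 5973 in II, 814 in III and 5 in IV. Without replicate 3 of ISO TG, limma called 140 probes in I and 1361 in II, and without replicate 3 of vehicle TG it called 1511 in II. With slide as a block in the fit, 74 probes were higher and 63 lower in II at the 1.5-fold limit. The median standard error in II rose to 0.70 in that fit.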

We provide further details in Supplementary Results to describe Fig. S1, Fig. S2, and Table S3. 

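Comparisons I and II both use the 3 ISO TG arrays, once as the treated group and once as the reference, so chance deviations of these arrays enter them with opposite sign. Across 13025 circRNA probes, the log2 fold changes of I and II had a Pearson correlation of -0.70. In simulated groups without any change, this correlation was -0.50. The simulation gave all groups the same spread and each probe independent noise. It therefore does not tell whether whole arrays that deviate across many probes could give -0.70. Probes are not independent replicates, so no p-value is given for it. Changes of at least 1.5-fold with an unadjusted p below 0.05 in both comparisons were found for 848 probes, of which 4 changed in the same direction in both.

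**Figure D2:**
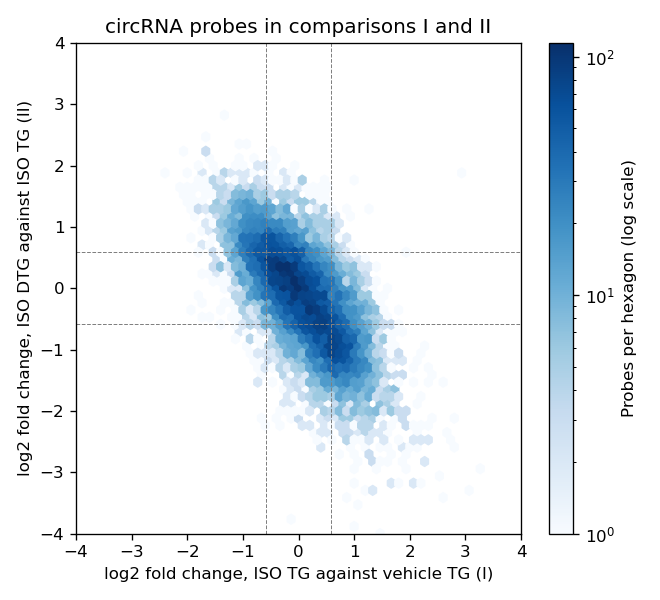
Log2 fold changes of 13025 circRNA probes in ISO TG against vehicle TG (x axis) and in ISO DTG against ISO TG (y axis), with darker hexagons holding more probes on a log color scale. Dashed lines mark 1.5-fold changes, and the cloud slopes downward, with a Pearson correlation of -0.70.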

To identify novel circRNAs that regulate miR-150’s protective actions in mice with the selective abrogation of β-arrestin-mediated β_1_AR signaling in CMs, we filtered 4 dysregulated circRNAs from our array data based on the correlation between cardiac phenotypes (Figs. 1–3) and circRNA signatures from ISO GRK^**–**^β_1_AR TG vs. vehicle GRK^**–**^β_1_AR TG (Fig. S3A, B, I dataset) or ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (Fig. S3A, B, II dataset). 

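Among the circRNA probes on the arrays, 514 were at least 1.5-fold higher in ISO TG than in vehicle TG and at least 1.5-fold lower in ISO DTG than in ISO TG, at an unadjusted limma p below 0.05 in both. Their median log2 fold change was 1.09 in the first comparison and -1.18 in the second. In 20 simulations of groups without any change that shared the ISO TG arrays, 72.3 probes passed on average and at most 95. These simulations gave each probe independent noise, with the same spread in all groups. When the 9 arrays of the 3 groups were assigned at random, 4 of 100 assignments, the labeled one included, gave at least 514. The highest gave 1241. The ISO TG arrays were all higher than the 6 vehicle TG and ISO DTG arrays for 234 of the 514 probes. Replicate 3 was the lowest of the 3 ISO TG arrays for 418 of them. The count fell to 134 without replicate 1 of ISO TG and rose to 1923 without replicate 1 of vehicle TG. Processing moved the count both ways, to 17 with slide as a block in the fit and to 2227 with weights for each array. Of the alternatives chosen after the data were seen, scaling to the circRNA control probes gave 15 and normexp background correction 1273. After Benjamini-Hochberg adjustment 0 of the 514 passed in either comparison, with lowest adjusted p-values from limma of 0.360 and 0.149.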

The rationale to focus on the 2 potentially deleterious circRNAs is that they are upregulated in ISO GRK^**–**^β_1_AR TG vs. Vehicle GRK^**–**^β_1_AR TG (i.e., phenotypic effects of CM-specific deficiency in β_1_AR/β-arrestin signaling), but downregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (i.e., protective effects of miR-150 overexpression) (Fig. S3A, B). The rationale to focus on the other 2 potentially beneficial circRNAs (*circRNA-31100* and *circRNA-32197*) is that they are downregulated in ISO GRK^**–**^β_1_AR TG vs. vehicle GRK^**–**^β_1_AR TG (i.e., phenotypic effects of CM-specific deficiency in β_1_AR/β-arrestin signaling), but upregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (i.e., protective effects of miR-150 overexpression) (Fig. S3A, B). 

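In the opposite direction, 330 circRNA probes were at least 1.5-fold lower in ISO TG than in vehicle TG and at least 1.5-fold higher in ISO DTG than in ISO TG, at the same limma limit. Their median log2 fold changes were -1.04 and 1.15. The simulated groups without any change gave 70.4 such probes on average and at most 84. Of the 100 random assignments of the 9 arrays, 7 gave at least 330, with a highest count of 873. The total of both filters was reached by 6 of 100, so chance is not excluded for the filters together. Replicate 3 was the highest of the 3 ISO TG arrays for 304 of the 330. The ISO TG arrays were all lower than the other 6 for 101 of them. Without replicate 1 of ISO TG the count fell to 63, and without replicate 3 it rose to 978. It was 18 with slide as a block, 1516 with weights for each array and 748 with scaling to the circRNA control probes.
The files read here identify the circRNA probes by the manufacturer's numbers and do not pair them with circRNA names, so values for *circRNA-31100* and *circRNA-32197* are not given. In Table S3, the paper's reported fold changes in I and II are 0.537 and 1.81 for *circRNA-31100*, listed as an exonic circRNA of *Epas1*. For *circRNA-32197*, a sense-overlapping circRNA of *Malat1*, the paper's values are 0.473 and 2.38. Changes at least as large as those of *circRNA-31100* in both comparisons were measured for 370 probes, 222 of them with an unadjusted p below 0.05 in both. For changes at least as large as those of *circRNA-32197*, the numbers were 126 and 103. The processing behind the paper's fold changes is not known, so the limits and the probe values may be on different scales. Beyond 2-fold in I, the paper's lists hold 5 circRNAs, against 949 probes here at the 2-fold limit. These counts therefore do not rank the named circRNAs among the probes.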

Using QRT-PCR analyses for the 4 circRNAs, we validate that LV *circRNA-31100* and *circRNA-32197* are upregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG mice compared to ISO GRK^**–**^β_1_AR TG controls (Fig. S3C–E). Notably, we demonstrate that the expression of *circRNA-31100* and *circRNA-32197* is downregulated in GRK^**–**^β_1_AR TG hearts post-ISO treatment (Fig. S3D, E), consistent with cardiac miR-150 downregulation (Fig. 1A). Thus, our circRNA profiling and validation analyses suggest that *circRNA-31100* and *circRNA-32197* are novel regulators that mediate miR-150’s protective actions in mice with CM-specific deficiency in β-arrestin-mediated β_1_AR signaling after chronic ISO treatment.

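The probes that fell in ISO TG and rose in ISO DTG were also compared with the vehicle-treated mice of the DTG line. Over these probes, the median log2 fold change of ISO DTG against vehicle DTG was 0.01, and 5 were at least 1.5-fold higher in ISO DTG at an unadjusted limma p below 0.05. A median of 0.37 was found for probes that passed in simulated groups without any change. That simulation gave all groups the same spread, whereas the median SD was 0.18 in ISO DTG, 0.39 in ISO TG and 0.69 in vehicle TG. Medians from it therefore do not tell whether those in the data differ from chance. For the probes that fell in ISO TG and rose in ISO DTG, the median difference between vehicle DTG and vehicle TG was 0.11, with 2 past the same limits in either direction. For the probes that rose in ISO TG and fell in ISO DTG, the median of ISO DTG against vehicle DTG was -0.14, against -0.37 in the simulated groups, and 8 were lower past the limits. Their median between vehicle DTG and vehicle TG was 0.04, with 1 past the limits. The paper reasons from the opposite changes in comparisons I and II and from QRT-PCR, which is not analysed here, and proposes that the pair of circRNAs mediates the protection by miR-150.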

We next find that *circRNA-31100* is an exonic circRNA of *Epas1* and has a putative binding site for miR-547-5p, miR-152-3p, miR-7059-3p, miR-6539, and miR-152-5p (Table S3; see Down_GRK^**–**^β_1_AR ISO vs Vehicle sheet and Up_ISO DTG vs GRK sheet). We also observe that *circRNA-32197* is a sense-overlapping circRNA of lncRNA *Malat1* and has a putative binding site for miR-495-3p, miR-505-3p, miR-1954, miR-6903-5p, and miR-3092-5p (Table S3; see Down_GRK^**–**^β_1_AR ISO vs Vehicle sheet and Up_ISO DTG vs GRK sheet). Interestingly, our prediction analyses fail to find a putative binding site for miR-150 in *circRNA-31100* and *circRNA-32197*, indicating that these circRNAs function in a miR-150-independent manner.

### CM-specific ablation in β-arrestin-mediated β_1_AR signaling activates cardiac lncRNAs (Gm41664, Gmds, and Tspan2os) after chronic catecholamine stimulation, which is reversed by miR-150 overexpression

Because we failed to identify circRNAs that directly regulate miR-150, we hypothesized that lncRNAs may directly regulate miR-150’s protective actions in mice with selective deficiency of β-arrestin-mediated β_1_AR signaling in CMs. We tested this hypothesis by conducting lncRNA microarray profiling in mouse LVs to unveil lncRNA signatures modulated by miR-150 overexpression in mice with CM-specific loss of β-arrestin-mediated β_1_AR signaling after chronic ISO stimulation. We provide further details in Supplementary Results to describe Fig. S4 and Table S4. To discover novel lncRNAs that control miR-150’s protective actions in mice with CM-specific deficiency in β-arrestin-mediated β_1_AR signaling, we filtered 51 dysregulated lncRNAs from our array data based on the correlation between cardiac phenotypes (Figs. 1–3) and lncRNA signatures from ISO GRK^**–**^β_1_AR TG vs. vehicle GRK^**–**^β_1_AR TG (Fig. 4A, B, I dataset) or ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (Fig. 4A, B, II dataset). The rationale to focus on the 21 potentially deleterious lncRNAs is that they are upregulated in ISO GRK^**–**^β_1_AR TG vs. vehicle GRK^**–**^β_1_AR TG (i.e., phenotypic effects of CM-specific deficiency in β_1_AR/β-arrestin signaling), but downregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (i.e., protective effects of miR-150 overexpression) (Fig. 4A, B). The rationale to focus on the other 30 potentially beneficial lncRNAs is that they are downregulated in ISO GRK^**–**^β_1_AR TG vs. vehicle GRK^**–**^β_1_AR TG (i.e., phenotypic effects of CM-specific deficiency in β_1_AR/β-arrestin signaling), but upregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (i.e., protective effects of miR-150 overexpression) (Fig. 4A, B). Using real-time QRT-PCR analyses, we validate among the 21 potentially deleterious lncRNAs that LV *Gm41664, Gmds*, and *Tspan2os* are downregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG mice compared to ISO GRK^**–**^β_1_AR TG controls (Fig. 4C–F). Notably, we demonstrate that the expression of *Gm41664, Gmds*, and *Tspan2os* is upregulated in GRK^**–**^β_1_AR TG hearts post-ISO treatment (Fig. 4D–F), concurrent with cardiac miR-150 downregulation (Fig. 1A). Moreover, we validate among the 30 potentially beneficial lncRNAs that LV *AK036033* is upregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG mice compared to ISO GRK^**–**^β_1_AR TG controls (Fig. 4C, G). Of note, we also show that *AK036033* expression is downregulated in GRK^**–**^β_1_AR TG hearts post-ISO treatment (Fig. 4G), consistent with cardiac miR-150 downregulation (Fig. 1A). Thus, our lncRNA profiling and validation analyses indicate that *Gm41664, Gmds, Tspan2os*, and *AK036033* are novel regulators that control miR-150’s protective actions in mice with CM-specific loss in β-arrestin-mediated β_1_AR signaling after chronic ISO treatment.

**Fig. 4:**
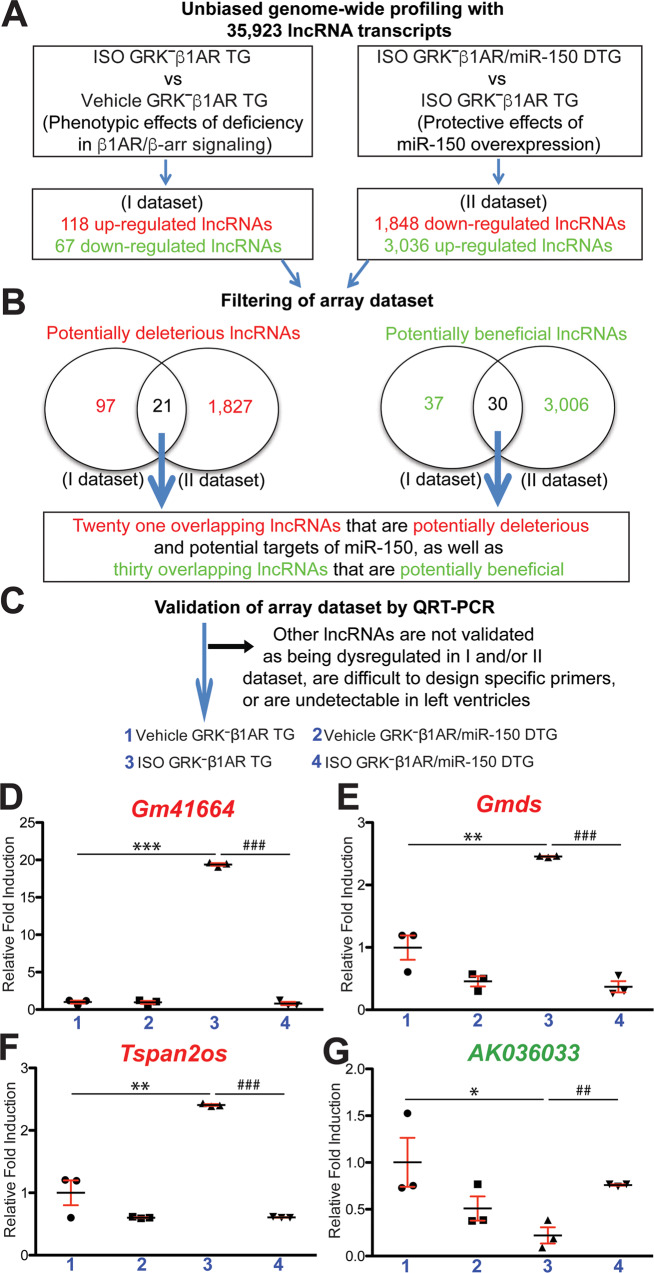
Genome-wide long noncoding RNA profiling in GRK^−^β_1_AR TG and GRK^−^β_1_AR;miR-150 DTG mice identifies novel long noncoding RNAs that are controlled by β_1_AR/β-arrestin-mediated signaling and regulate miR-150. **A**, **B** Genome-wide profiling and filtering strategies of array dataset based on the correlation between transcript signatures and cardiac phenotypes. Twenty-one dysregulated (DE) long noncoding RNAs (lncRNAs), which are upregulated in the I dataset (ISO GRK^−^β_1_AR TG compared to vehicle GRK^−^β_1_AR TG controls) but are downregulated in the II dataset (ISO GRK^−^β_1_AR;miR-150 DTG compared to ISO GRK^−^β_1_AR TG) at 1-week post-treatment, were chosen for further analyses. Thirty other DE lncRNAs, which are downregulated in the I dataset (ISO GRK^−^β_1_AR TG compared to vehicle GRK^−^β_1_AR TG controls) but are upregulated in the II dataset (ISO GRK^−^β_1_AR;miR-150 DTG compared to ISO GRK^−^β_1_AR TG) at 1-week post-treatment, were chosen for further analyses. *N* = 3 per group. **C**–**G** Validation strategy of array dataset. Three potentially deleterious DE lncRNAs (Gm41664, Gmds, and Tspan2os) were validated by QRT-PCR analyses in LVs from GRK^−^β_1_AR TG and GRK^−^β_1_AR;miR-150 DTG mice at 1-week post-treatment (**D**–**F**). The other potentially beneficial DE lncRNA (AK036033) was validated by QRT-PCR analyses in LVs from GRK^−^β_1_AR TG and GRK^−^β_1_AR;miR-150 DTG mice at 1-week post-treatment (**G**). Of note, other lncRNAs are not validated as being dysregulated as presented in (**B**), are difficult to design specific primers, or are undetectable in LVs. Data are shown as fold induction of lncRNA expression normalized to *Gapdh*. *N* = 3 per group. Two-way ANOVA with Tukey multiple comparison test. *P < 0.05, **P < 0.01, or ***P < 0.001 vs. vehicle; ^##^*P* < 0.01 or ^###^*P* < 0.001 vs. ISO GRK^−β^_1_AR TG. All data are presented as mean ± SEM.

We next observe that *Gm41664* is a natural anti-sense lncRNA of *Kif5b* (Table S4; see Up_GRK^**–**^β_1_AR ISO vs Vehicle sheet and Down_ISO DTG vs GRK sheet). We used miR target prediction tools [46–49] and find many potential binding sites for miR-150 in *Gm41664*. We also find that *Gmds* is an exon-sense-overlapping lncRNA of *Gmds* gene locus (Table S4; see Up_GRK^**–**^β_1_AR ISO vs Vehicle sheet and Down_ISO DTG vs GRK sheet) and has no binding site for miR-150. Our further analyses reveal that *Tspan2os* is a natural anti-sense lncRNA of *Tspan2* (Table S4; see Up_GRK^**–**^β_1_AR ISO vs Vehicle sheet and Down_ISO DTG vs GRK sheet) and has no predicted binding site for miR-150. Lastly, we find that *AK036033* (also known as *9630028I04Rik*) is an intergenic lncRNA (Table S4; see Down_GRK^**–**^β_1_AR ISO vs Vehicle sheet and Up_ISO DTG vs GRK sheet) which has no miR-150 binding site. Taken together, our lncRNA profiling, validation, and miR-150 binding prediction analyses suggest that *Gm41664* is a novel direct regulator of miR-150 in HF associated with excess catecholamine stimulation.

### Opposing by CM-specific deficiency in β-arrestin-mediated β_1_AR signaling, miR-150 overexpression inhibits seven cardiac genes (Cspg5, Cfl1, Gdap1l1, Mfsd12, Arhgef39, Map2k7, and Cdk14), while activating cardiac Slitrk6 after chronic catecholamine stimulation

We next performed genome-wide mRNA profiling of mouse LVs to identify novel direct target genes of miR-150. LV tissues from GRK^**–**^β_1_AR TG and GRK^**–**^β_1_AR/miR-150 DTG mice subjected to the vehicle or ISO were investigated at 1-week post-treatment. We provide further details in Supplementary Results to describe Fig. S5, Fig. S6, Fig. S7, and Table S5. To define novel candidate targets that regulate miR-150’s protective actions in mice with CM-specific loss in β-arrestin-mediated β_1_AR signaling, we filtered 36 dysregulated genes from our array data based on the correlation between cardiac phenotypes (Figs. 1–3) and gene signatures from ISO GRK^**–**^β_1_AR TG vs. vehicle GRK^**–**^β_1_AR TG (Fig. 5A, B, I dataset) or ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (Fig. 5A, B, II dataset). The rationale to focus on the 16 potentially deleterious genes (Table S5: see red-shaded columns) is that they are upregulated in ISO GRK^**–**^β_1_AR TG vs. vehicle GRK^**–**^β_1_AR TG (i.e., phenotypic effects of CM-specific deficiency in β_1_AR/β-arrestin signaling), but downregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (i.e., protective effects of miR-150 overexpression) (Fig. 5A, B). The rationale to focus on the other 20 potentially beneficial genes (Table S5: see green-shaded columns) is that they are downregulated in ISO GRK^**–**^β_1_AR TG vs. vehicle GRK^**–**^β_1_AR TG (i.e., phenotypic effects of CM-specific deficiency in β_1_AR/β-arrestin signaling), but upregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG vs. ISO GRK^**–**^β_1_AR TG (i.e., protective effects of miR-150 overexpression) (Fig. 5A, B).

**Fig. 5:**
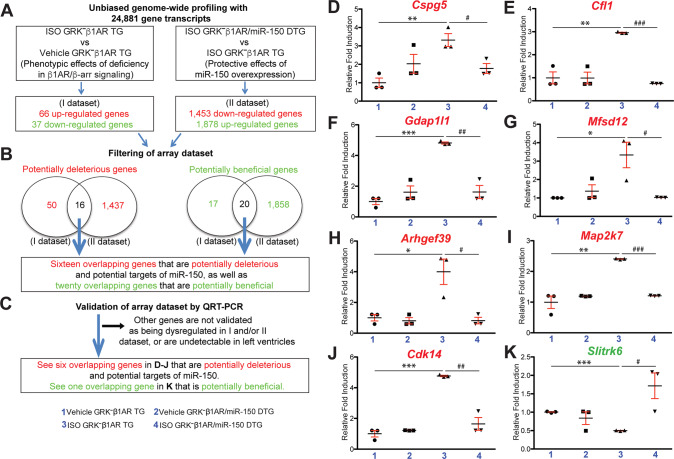
Genome-wide gene profiling in GRK^−^β_1_AR TG and GRK^−^β_1_AR;miR-150 DTG mice identifies novel genes that are regulated by β_1_AR/β-arrestin-mediated signaling and are miR-150’s targets. **A**, **B** Genome-wide profiling and filtering strategies of array dataset based on the correlation between transcript signatures and cardiac phenotypes. Sixteen dysregulated (DE) genes, which are upregulated in the I dataset (ISO GRK^−^β_1_AR TG compared to vehicle GRK^−^β_1_AR TG controls) but are downregulated in the II dataset (ISO GRK^−^β_1_AR;miR-150 DTG compared to ISO GRK^−^β_1_AR TG) at 1-week post-treatment, were chosen for additional analyses. Twenty other DE genes, which are downregulated in the I dataset (ISO GRK^−^β_1_AR TG compared to vehicle GRK^−^β_1_AR TG controls) but are upregulated in the II dataset (ISO GRK^−^β_1_AR;miR-150 DTG compared to ISO GRK^−^β_1_AR TG) at 1-week post-treatment, were chosen for further analyses. *N* = 3 per group. **C**–**K** Validation strategy of array dataset. Seven potentially deleterious DE genes (*Cspg5*, *Cfl1*, *Gdap1l1*, *Mfsd12*, *Arhgef39*, *Map2k7*, and *Cdk14*) were validated by QRT-PCR analyses in LVs from GRK^−^β_1_AR TG and GRK^−^β_1_AR;miR-150 DTG mice at 1-week post-treatment (**D–J**). The other potentially beneficial DE gene (*Slitrk6*) was validated by QRT-PCR analyses in LVs from GRK^−^β_1_AR TG and GRK^−^β_1_AR;miR-150 DTG mice at 1-week post-treatment (**K**). Of note, other genes are not validated as being dysregulated as shown in (**B**) or are undetectable in LVs. Data are presented as fold induction of gene expression normalized to *Gapdh*. *N* = 3 per group. Two-way ANOVA with Tukey multiple comparison test. *P < 0.05, **P < 0.01, or ***P < 0.001 vs. vehicle; ^#^*P* < 0.05, ^##^*P* < 0.01, or ^###^*P* < 0.001 vs^.^ ISO GRK^−^β_1_AR TG. All data are presented as mean ± SEM.

Using QRT-PCR analyses for validating the expression of the 36 filtered genes, we observe that *Cspg5, Cfl1, Gdap1l1, Mfsd12, Arhgef39, Map2k7,* and *Cdk14* in LVs are downregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG mice compared to ISO GRK^**–**^β_1_AR TG controls (Fig. 5C–J). However, these seven genes are upregulated in GRK^**–**^β_1_AR TG hearts post-ISO treatment (Fig. 5D–J), concurrent with cardiac miR-150 downregulation (Fig. 1A). Moreover, we validate among the 20 potentially beneficial genes that LV *Slitrk6* is upregulated in ISO GRK^**–**^β_1_AR/miR-150 DTG mice compared to ISO GRK^**–**^β_1_AR TG controls (Fig. 5C, K). Of note, we also show that *Slitrk6* expression is downregulated in GRK^**–**^β_1_AR TG hearts post-ISO treatment (Fig. 5K), consistent with cardiac miR-150 downregulation (Fig. 1A). Using bioinformatic miR target prediction tools [46–49], we detect multiple putative binding sites for miR-150 in the *Gdap1l1* locus, but not for other aforementioned dysregulated genes. Therefore, our gene profiling, validation, and miR-150 binding prediction analyses suggest that *Gdap1l1* is a novel downstream target that directly regulates miR-150’s protective actions in mice with CM-specific loss in β-arrestin-mediated β_1_AR signaling after chronic ISO stimulation.

### A lncRNA, Gm41664 is a novel direct upstream regulator of miR-150 and GDAP1L1 is a novel direct target of miR-150

We next examined whether *Gm41664* interacts with miR-150. Our miR target prediction analysis reveals that mouse *Gm41664* has 33 putative binding sites for miR-150. Among all predicted binding sites, we identify the strongest binding site for miR-150 in *Gm41664* with 8-mer complementary sequences within the seed region of miR-150 and 4-mer complementary sequences outside the seed region (Fig. 6A). To test if *Gm41664* is a direct regulator of miR-150, we co-transfected miR-150 mimics and constitutively active luciferase (LUC) reporter constructs including the binding site of miR-150 in *Gm41664* (Fig. 6A). We find the repressed LUC activity by miR-150 for the WT *Gm41664* reporter. Upon mutating seed binding sites for miR-150, miR-150 does not affect LUC activity (Fig. 6B), suggesting that *Gm41664* and miR-150 bind in a sequence-specific manner.

**Fig. 6:**
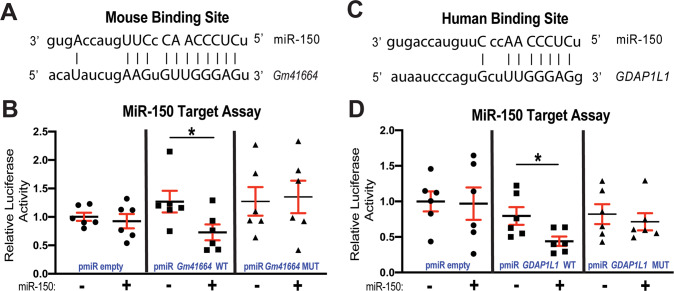
MiR-150 interacts with *Gm41664* and *GDAP1L1*. **A** Mouse *Gm41664* has the strongest miR-150 binding site with 12-mer complementary sequences. MiR-150 seed pairing in the target region and complementary sequences outside the seed region are presented as vertical lines. **B** MiR-150’s capability of directly repressing the activity of luciferase (LUC) reporter constructs that include either wild-type (WT) or mutated (MUT) binding sites for *Gm41664*. Transfection with or without miR-150 mimic in H9c2 cells is shown as + or −. The LUC activity of Firefly was normalized to the LUC activity of Renilla and compared with empty vector measurements. *N* = 6. Unpaired two-tailed *t*-test. **C** Human *GDAP1L1* has a conserved miR-150 binding site in the 3’-untranslated region (3’UTR). MiR-150 seed pairing in the target region and complementary sequences outside the seed region are presented as vertical lines. **D** The direct ability of miR-150 to inhibit the activity of LUC reporter constructs that include either WT or MUT binding sites for *GDAP1L1*. Transfection with or without miR-150 mimic in AC16 cells is indicated as + or −. The LUC activity of Firefly was normalized to the LUC activity of Renilla and compared to empty vector measurements. *N* = 6. Unpaired two-tailed *t*-test. *P < 0.05 vs. miR mimic control.

We also find that mouse and human genes of GDAP1L1 contain 8 and 15 miR-150 binding sites, respectively, indicating the conserved regulation of *Gdap1l1* by miR-150 and their roles in mice and humans. Interestingly, we identify a potential conserved binding site for miR-150 in the human *GDAP1L1* 3’-untranslated region (UTR) (Fig. 6C). To examine whether *GDAP1L1* is a direct target of miR-150 inhibition, we transfected human CMs with constitutively active LUC reporter constructs including the conserved binding site of miR-150 in human *GDAP1L1* and miR-150 mimics. We find the repressed LUC activity by miR-150 for the WT *GDAP1L1* reporter. Upon mutating seed binding sites for miR-150, the LUC reporter is not sensitive to miR-150 overexpression (Fig. 6D), indicating that miR-150 directly suppresses *GDAP1L1* with the specific dependence of target sites. Therefore, our data suggest that *Gm41664* is a novel direct regulator of miR-150 and that *Gdap1l1* is a novel direct target of miR-150.

### Gm41664 negatively regulates cardiomyocyte survival partially by functionally inhibiting anti-apoptotic miR-150

Given that cardiac miR-150 is downregulated in CM-specific GRK^**–**^β_1_AR TG mice treated with ISO concurrent with Gm41664 upregulation (Fig. 1A and Fig. 4D) and that miR-150 is decreased in CMs subjected to low oxygen conditions [25], we next focused on CMs to test if the novel regulator of miR-150, Gm41664 is inversely regulated in CMs subjected to sI/R (H/R) conditions. Indeed, lncRNA Gm41664 is increased in mouse CMs after sI/R (H/R) (Fig. S8A), which is in agreement with our in vivo result post-ISO (Fig. 4D). Although Gm41664 and miR-150 interact in vitro (Fig. 6A, B) and their correlative relationship in CMs is shown, the functional relationship between these two ncRNAs has not been fully established. We first observe that CM miR-150 is upregulated after Gm41664 knockdown (Fig. S8B) while miR-150 knockdown does not significantly affect the expression of Gm41664 (*P* = 0.166). Our data suggest that Gm41664 suppresses miR-150 in CMs, presumably acting via a target RNA‐directed miR decay mechanism with multiple binding sites [50]. This idea is supported by the fact that Gm41664 includes 33 putative binding sites of miR-150 and that Gm41664 interacts with miR-150 in vitro (Fig. 6A, B).

Since miR-150 negatively regulates CM apoptosis in vitro and in vivo [25, 26], we next examined whether the novel upstream regulator of miR-150, Gm41664 regulates CM apoptosis. We first find that Gm41664 knockdown in CMs decreases apoptotic *p53*, *Casp14*, and *Ing-4* while miR-150 knockdown increases the expression of these apoptotic genes (Fig. 7A–C and Fig. S8C, D). In agreement with this mRNA data, we also observe that CMs with Gm41664 knockdown exhibit enhanced protein levels of anti-apoptotic BCL2 and suppressed protein levels of apoptotic BAX and p53 (Fig. S9A–C). Caspase 3/7 luciferase activity in CMs is also decreased upon Gm41664 knockdown in basal and sI/R (H/R) conditions (Fig. S9D). Our loss-of-function studies also show that Gm41664 knockdown decreases CM apoptosis in basal and sI/R (H/R) conditions (Fig. 7D–F). This result indicates that Gm41664 is required for CM apoptosis. To directly interrogate a functional interaction between Gm41664 and miR-150 in CM apoptosis, we finally employed a siRNA/anti-miR-based rescue strategy to validate the functional relevance of Gm41664, the novel upstream regulator of miR-150. The anti-miR-150 treatment increases CM apoptosis (Fig. 7D–F), consistent with QRT-PCR data (Fig. 7C and Fig. S8C, D). Importantly, decreased CM apoptosis after Gm41664 knockdown is reversed by anti-miR against miR-150 (Fig. 7D–F). These TUNEL data agree with our QRT-PCR data, showing that miR-150 knockdown reverses the decreased levels of apoptotic genes (Fig. 7C and Fig. S8C, D) mediated by Gm41664 knockdown. Thus, these CM data along with our in vivo evidence indicate that Gm41664 is a critical negative regulator of CM miR-150.

**Fig. 7:**
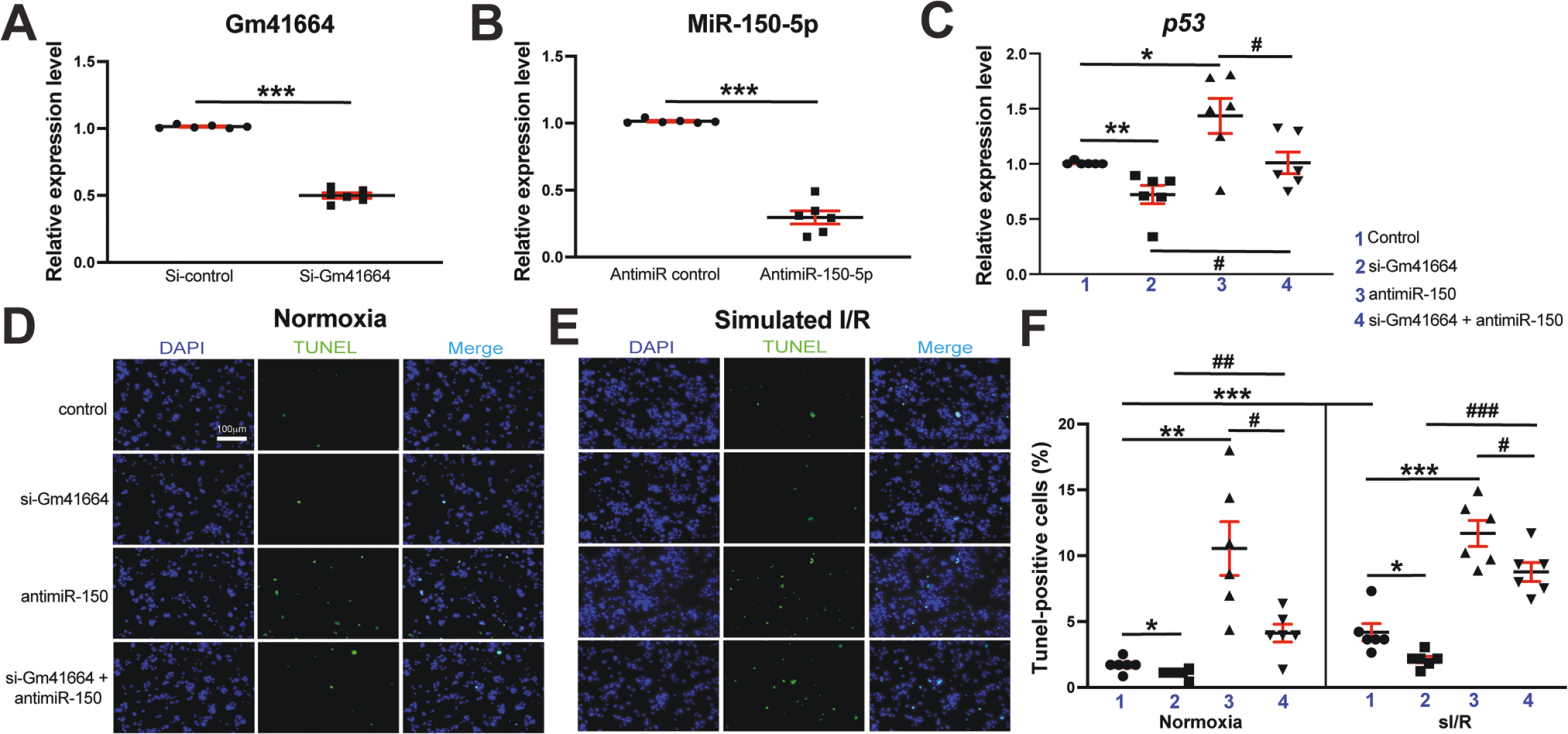
MiR-150 is required for Gm41664-dependent induction of cardiomyocyte apoptosis. **A**, **B** HL-1 cells were transfected with control scramble siRNA (si-control) or Gm41664 siRNA (si-Gm41664) (**A**) and with anti-miR control scramble or anti-miR-150 (**B**). QRT-PCR for Gm41664 (**A**) or miR-150 (**B**) was conducted to check the knockdown efficiency. Data were normalized to *Gapdh* (**A**) or *U6 snRNA* (**B**) and expressed relative to controls. *N* = 6 per group. Unpaired two-tailed *t*-test. ***P < 0.001 vs. si-control or anti-miR control. **C** QRT-PCR expression analysis of pro-apoptotic *p53* in cardiomyocytes (CMs) transfected with 4 different groups as indicated. *N* = 6. *p53* expression compared to *Gapdh* was calculated using 2^−ΔΔCt^, and data are presented as fold induction of *p53* expression levels normalized to control (si-control or anti-miR control). One-way ANOVA with Tukey multiple comparison test. *P < 0.05 or **P < 0.01 vs. control. ^#^*P* < 0.05 vs. si-Gm41664 + anti-miR-150. **D**–**F** MiR-150 knockdown reverses the anti-apoptotic effects of si-Gm41664 in CMs. CMs were transfected as indicated and subjected to in vitro simulation of I/R (hypoxia/reoxygenation) [sI/R (H/R)]. TUNEL assays were then conducted in both normoxic (**D**, **F**) and sI/R conditions (**E**, **F**). The percentage of apoptotic nuclei (green) was calculated after the normalization of total nuclei (blue). Scale bar = 100 μm. *N* = 6. One-way ANOVA with Tukey multiple comparison test. *P < 0.05, **P < 0.01, or ***P < 0.001 vs. control. ^#^*P* < 0.05, ^##^*P* < 0.01, or ^###^*P* < 0.001 vs. si-Gm41664 + anti-miR-150. All data are presented as mean ± SEM.

### MiR-150 acts as a gatekeeper of human cardiomyocyte survival partially by decreasing apoptotic GDAP1L1

Due to miR-150’s downregulation in CMs exposed to sI/R (H/R) conditions [25], we next tested if the novel target of miR-150, *GDAP1L1* is inversely modulated in human CMs (HuCMs) subjected to sI/R (H/R) conditions. Indeed, we observe that *GDAP1L1* is increased in HuCMs after sI/R (H/R) (Fig. S10A), which agrees with our in vivo data in post-ISO mouse hearts (Fig. 5F). We also find that CM *GDAP1L1* is upregulated after miR-150 knockdown (Fig. S10B). These data indicate that *GDAP1L1* is an important functional target of CM miR-150 because miR-150 is decreased in sI/R (H/R) and MI [25], I/R [51, 52], as well as chronic catecholamine stimulation (Fig. 1A).

We next examined whether the novel target of miR-150, *GDAP1L1* controls HuCM apoptosis. We first find that *GDAP1L1* knockdown in HuCMs decreases apoptotic *p53*, *BAK1*, and *BAX* in response to sI/R (H/R) conditions (Fig. 8A and Fig. S11), while increasing anti-apoptotic *BCL2* in normoxia (Fig. 8C). In agreement with this QRT-PCR data, we also observe that HuCMs transfected with siRNAs against *GDAP1L1* exhibit suppressed protein levels of apoptotic CLEAVED CASPASE-3, EGR2, p53, and BAX, while increasing anti-apoptotic BCL2 (Fig. S12). Our loss-of-function approaches also show that *GDAP1L1* knockdown decreases HuCM apoptosis in basal and sI/R (H/R) conditions (Fig. 8D–F). These results suggest that *GDAP1L1* is sufficient to promote HuCM apoptosis. To establish a functional link between miR-150 and *GDAP1L1* in HuCM apoptosis, we next applied an anti-miR/siRNA-based rescue strategy to validate the functional relevance of *GDAP1L1*. First, anti-miR-150 treatment increases *GDAP1L1* (Fig. S10B). MiR-150 knockdown also increases HuCM apoptosis, which is attenuated by siRNA against *GDAP1L1* (Fig. 8B, D–F). These TUNEL results agree with our QRT-PCR data, showing that miR-150 knockdown suppresses anti-apoptotic *BCL2*, which is attenuated by siRNA against *GDAP1L1* (Fig. 8C), and that miR-150 knockdown increases pro-apoptotic *p53* and *BAK1* (Fig. S10C, D). Lastly, we also show that Gm41664 knockdown decreases the expression in *Gdap1l1* in mouse CMs and reverses *Gdap1l1* upregulation mediated by miR-150 knockdown (Fig. S13). Altogether, these CM data along with our in vivo results indicate that CM miR-150 confers protective actions partially by the direct functional repression of apoptotic *Gdap1l1*, establishing the novel axis of Gm41664/miR-150/GDAP1L1 in CMs.

**Fig. 8:**
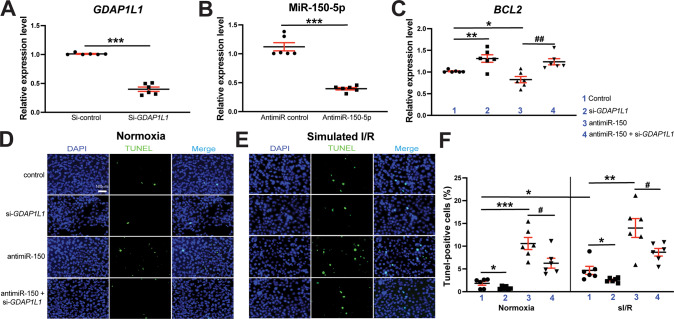
*GDAP1L1* is required for miR-150-dependent inhibition of human cardiomyocyte apoptosis. **A**, **B** AC16 cells were transfected with control scramble siRNA (si-control) or *GDAP1L1* siRNA (si-*GDAP1L1*) (**A**) and with anti-miR control scramble or anti-miR-150 (**B**). QRT-PCR for *GDAP1L1* (**A**) or miR-150 (**B**) was conducted to check the knockdown efficiency. Data were normalized to *GAPDH* (**A**) or *U6 SNRNA* (**B**) and expressed relative to controls. *N* = 6 per group. Unpaired two-tailed *t*-test. ***P < 0.001 vs. si-control or anti-miR control. **C** QRT-PCR expression analysis of anti-apoptotic *BCL2* in human cardiomyocytes (HuCMs) transfected with 4 different groups as indicated. *N* = 6. *BCL2* expression compared to *GAPDH* was calculated using 2^−ΔΔCt^, and data are presented as fold induction of *BCL2* expression levels normalized to control (si-control or anti-miR control). One-way ANOVA with Tukey multiple comparison test. *P < 0.05 or **P < 0.01 vs. control. ^##^*P* < 0.01 vs. anti-miR-150. **D**–**F** RNA interference with *GDAP1L1* protects HuCMs from the pro-apoptotic effects mediated by anti-miR-150. HuCMs were transfected as indicated and subjected to in vitro simulation of I/R (hypoxia/reoxygenation) [sI/R (H/R)]. TUNEL assays were then conducted in both normoxic (**D**, **F**) and sI/R conditions (**E**, **F**). Scale bar = 100 μm. The percentage of apoptotic nuclei (green) was calculated after the normalization of total nuclei (blue). *N* = 6. One-way ANOVA with Tukey multiple comparison test. *P < 0.05, **P < 0.01, or ***P < 0.001 vs. control. ^#^*P* < 0.05 vs. anti-miR-150. All data are shown as mean ± SEM.

## Discussion

Here, we identify the functional link among Gm41664, miR-150, and *Gdap1l1* as a novel regulatory mechanism of β_1_AR/β-arrestin protective signaling pertinent to excess catecholamine stimulation. Using a novel DTG mouse model, we show that genetic overexpression of miR-150 relieves cardiac dysfunction mediated by CM-specific loss of β_1_AR/β-arrestin signaling. Mechanistically, we unveil that miR-150 directly suppresses apoptotic *Gdap1l1* and that Gm41664 blocks the inhibitory effect of miR-150 on *Gdap1l1* via its ceRNA action. Therefore, repressed expression of *Gdap1l1* in GRK^**–**^β_1_AR/miR-150 DTG mice causes improved cardiac function post-ISO, whereas increased expression of *GDAP1L1* in HuCMs lacking miR-150 causes elevated CM apoptosis.

The β_1_AR uses GRK5/6 and β-arrestins to promote CM survival against chronic catecholamine stimulation in the absence of G protein activation [12]. We reported that miR-150 is induced by the β-blocker Carv acting through the β_1_AR/β-arrestin protective signaling [14]. Along with the results presented here (Fig. S14), we suggest that miR-150 may be an important downstream mechanism by which β_1_AR/β-arrestin signaling pathways elicit protection, and that newly discovered β_1_AR/β-arrestin-mediated regulatory mechanisms of miR-150 activation in the current study confer beneficial remodeling in failing hearts by repressing CM apoptosis via direct suppression of apoptotic genes such as *Gdap1l1*.

We showed using a miR-150 KO mouse model that miR-150 is protective in MI by decreasing CM apoptosis [25]. We also demonstrated that CM-specific miR-150 cKO mice worsen apoptosis and adverse remodeling post-MI [26]. Another group reported that miR-150 overexpression protects the heart from acute MI by suppressing the monocyte migration [31]. Cardiac-specific overexpression of miR-150 was also shown to blunt TAC-induced HF [32]. Although there has been increasing data showing the importance of miR-150 in HF, direct evidence firmly establishing in vivo functional link between β_1_AR/β-arrestin signaling and miR-150 in HF is lacking, and mechanisms that regulate miR-150 expression and function in HF have not been adequately defined. In this study, we report novel discoveries that establish the in vivo functional relationship between β_1_AR/β-arrestin signaling selectively in CMs and miR-150 in HF, delineate the functional Gm41664/miR-150 link in CM apoptosis, as well as identify a new direct and functional target of miR-150, *Gdap1l1* in CMs.

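For the circRNA part of this profiling, the effect of miR-150 on the response to ISO was also tested as the difference between the ISO effect in DTG and that in TG. Limma called 0 circRNA probes for this interaction after Benjamini-Hochberg adjustment, with a lowest adjusted p of 0.736. At an unadjusted p below 0.05, 638 probes were counted, 230 with a higher and 408 with a lower response in DTG, where about 651 would be expected by chance if probes were independent. Among 100 regroupings of treatment within genotype, the labeled one included, 33 gave at least 638. The median over all regroupings other than the labeled one was 313. The count was 251 without replicate 2 of vehicle DTG, 1643 without replicate 3 of ISO TG and 2945 without replicate 1 of vehicle TG. With scaling to the circRNA control probes it was 391 higher and 33 lower, and with normexp 529 and 5283, both chosen after the data were seen. The median standard error of the interaction was 0.54 on the log2 scale. Quantile normalization gave 1 call and weights for each array gave 1766. Between ISO DTG and ISO TG directly, 667 probes were at least 2-fold higher and 1450 at least 2-fold lower in ISO DTG at an unadjusted p below 0.05. All ISO DTG arrays were on slide 1 and all ISO TG arrays on slide 2. With slide as a block, 74 probes were higher and 63 lower at the 1.5-fold limit, and the median standard error rose from 0.38 to 0.70. The lncRNA and mRNA arrays are not analysed here.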

We further discover that miR-150 controls a surprisingly small number of cardiac circRNAs, lncRNAs, and genes after ISO stimulation using genome-wide ncRNA and mRNA profiling analyses. We first find that CM-specific loss in β_1_AR/β-arrestin signaling inhibits cardiac circRNA-31100 and circRNA-32197 after chronic catecholamine stimulation, which is indirectly opposed by miR-150. We next observe that CM-specific deficiency in β_1_AR/β-arrestin signaling increases cardiac lncRNAs (Gm41664, Gmds, and Tspan2os) while decreasing cardiac lncRNA AK036033 after chronic catecholamine treatment. These lncRNA expression patterns are reversed by miR-150 overexpression. Lastly, dysregulated cardiac genes are enriched in both known and unknown pathways for miR-150, such as ARVC, autophagy, DCM, cell cycle, regulation of actin cytoskeleton, and MAPK signaling (Fig. S6D, Fig. S7C, and Table S5). Our further prediction, validation, and functional analyses lead us to discover that Gm41664 is a novel regulator of miR-150 and that *Gdap1l1* is a new direct and functional target of miR-150 in CMs.

Gm41664 is a natural anti-sense lncRNA of *Kif5b* and there are no reports on this lncRNA. Here, we report novel findings that Gm41664 expression is increased in CM-specific deficiency in β_1_AR/β-arrestin signaling after chronic ISO treatment, concurrent with its downregulation by miR-150 overexpression. Our CM functional analyses further show that Gm41664 increases CM apoptosis by regulating the novel miR-150/GDAP1L1 axis. GDAP1L1 is conserved in vertebrates and is involved in the mitochondrial fission [42]. However, nothing is known about the cardiovascular roles and regulatory mechanisms of GDAP1L1. Especially, whether GDAP1L1 can be regulated by the β_1_AR/β-arrestin/Gm41664/miR-150 axis, or if it can contribute to adverse cardiac cell function remains undetermined. Our novel data first show that cardiac *Gdap1l1* expression is increased in GRK^**–**^β_1_AR TG mice after chronic catecholamine stimulation (Fig. 5F), concurrent with Gm41664 upregulation (Fig. 4D) and miR-150 downregulation (Fig. 1A). Interestingly, our HuCM data also show that *GDAP1L1* is upregulated after sI/R (H/R) (Fig. S10A), indicating a critical role of *GDAP1L1* in CMs. In agreement with this idea, we demonstrate for the first time that *GDAP1L1* knockdown represses HuCM apoptosis (Fig. 8D–F and Fig. S11–12). Thus, our in vivo mouse hearts and in vitro HuCM findings support that inhibition of *Gdap1l1* may be an important therapeutic option for HF. Given our results that apoptotic *GDAP1L1* is a novel direct and functional target for miR-150 in CMs (Fig. 6C, D and Fig. 8), HF patients with repressed levels of miR-150 may be particularly considered for future targeted treatment strategies based on *GDAP1L1*.

In conclusion, our data using a novel gain-of-function mouse model suggest that genetic overexpression of miR-150 attenuates excessive cardiac dysfunction post-catecholamine mediated by CM-selective abrogation of β_1_AR/β-arrestin signaling. Our CM studies also indicate that miR-150 is protective partially by mitigating CM apoptosis via its direct functional suppression of apoptotic *Gdap1l1*, and that lncRNA Gm41664 opposes miR-150’s actions via a ceRNA mechanism. Although miR-150 is linked with HF in humans [33] and its correlative relationship with β_1_AR/β-arrestin protective signaling is shown [14], our studies using a novel mouse model and unbiased genome-wide profiling analyses directly establish in vivo functional relationship between β_1_AR/β-arrestin signaling and miR-150 in chronic catecholamine-induced HF, as well as discover the underlying mechanisms by which miR-150 suppresses myocardium apoptosis and is controlled in CMs. Given that miR-150 downregulation also underlies many forms of cardiac abnormalities [27, 51–53], the protective action of miR-150 may be commonly applied to various stress conditions. Therefore, boosting miR-150 levels by miR-150 overexpression or Carv, partially to blunt CM apoptosis, may be a valid adjunctive option for providing therapeutic benefits. Our current study also points to the urgent need for future studies that investigate the effects of gain- or loss-of-function of newly identified upstream (by Gm41664) and downstream (by GDAP1L1) mechanisms of miR-150 in HF.

## Materials and methods

### Animal study, treatment protocol, and ethics committee approval

We employed cardiac-specific TG mice overexpressing mutant β_1_ARs that lack GRK phosphorylation sites (GRK^−^β_1_AR TG) as described [12]. A CAG promoter-driven miR-150 TG mouse line [54] was kindly provided by Dr. Jennifer Richer at the University of Colorado, and was then bred to GRK^−^β_1_AR TG mice to generate the novel GRK^−^β_1_AR TG/miR-150 DTG mouse line. Mice were maintained on a C57BL/6 J background and 8–16-week-old mice of both sexes were used. Genotype- and sex-matched mice were randomly assigned to experimental groups mitigating the cage effect. Researchers were blinded to the genotype of the animals until the end of the analysis. The use of animals in the current study conformed to the Guidelines for the Care and Use of Laboratory Animals published by the US National Institutes of Health. All animal experiments were performed according to the protocols approved by the Institutional Animal Care and Use Committee at Indiana University (approval reference #21189). ISO (Sigma–Aldrich) was dissolved in 0.002% ascorbic acid with saline and mini-osmotic pumps (Alzet model 2001; DURECT Corporation) were then filled to deliver at the rate of 3 mg/kg/day for 7 days as previously optimized for GRK^−^β_1_AR TG [12]. A vehicle (0.002% ascorbic acid with saline) was administrated in control mice. Seven days after ISO administration, mice were euthanized by thoracotomy under 1–4% inhalant isoflurane anesthesia. LV tissues were then excised and flash-frozen in liquid N_2_ for downstream assays as we published [14].

### Cell culture and transfection

The immortalized mouse adult atria-derived CM HL-1 cell line obtained from Dr. Claycomb was maintained and used as previously described [55]. The AC16 adult human CM cell line was purchased from Sigma–Aldrich (SCC109) and maintained according to the company’s recommendation. The cell line was established from primary cells by transfecting the SV40 T antigen, and it displayed normal CM characteristics and cellular markers. We used multiple batches of the cell lines subjected to 3–5 passages in culture. Both HL-1 and AC16 CM cell lines were authenticated by the supplier, and they have been monitored regularly for their authenticity and to be negative for mycoplasma contamination. Using Lipofectamine™ 3000 reagent (Invitrogen) as previously described [13, 25], HL-1 cardiomyocytes were transfected with an Ambion Silencer^TM^ Select Negative Control siRNA (Thermo Fischer Scientific, 4390843) or an Ambion Silencer^TM^ Select Pre-Designed siRNA targeting mouse Gm41664 (Thermo Fischer Scientific, 4390771, siRNA ID: n431261). AC16 cardiomyocytes were also transfected with an ON-TARGETplus Non-targeting Negative Control siRNA (Horizon Discovery Ltd, D-001810-10-05) or an ON-TARGETplus GDAP1L1 siRNA-SMARTpool targeting human GDAP1L1 (Horizon Discovery Ltd, L-017342-01-0005, ID: 78997). To inhibit the expression of miR-150 in CMs, we transfected Ambion Anti-miR^TM^ miR inhibitors (Life Technologies) specific to miR-150 (MH10070) and a miR inhibitor negative control (4464076) using Lipofectamine™ 3000 reagent (Invitrogen) as described previously [56]. For gain-of-function studies, we transfected the cells with a miR mimic negative control (4464058) and miR-150 mirVana^TM^ mimic (Life Technologies, MC10070). All in vitro assays were performed 60–72 h after transfection when maximum knockdown efficiency was reached.

### In vitro simulated ischemia/reperfusion (hypoxia/reoxygenation) [sI/R (H/R)]

Cardiomyocytes plated on coverslips or six-well plates were transfected with miR inhibitors or siRNAs as aforementioned, washed, and incubated in a simulated ischemia buffer that contained 118 mM NaCl, 24 mM NaH_2_CO_3_, 1 mM NaHPO_4_, 2.5 mM CaCl_2_, 1.2 mM MgCl_2_, 20 mM sodium lactate, 16 mM KCl, and 10 mM 2-deoxyglucose (pH 6.2). Cardiomyocytes were then placed in the hypoxic chamber (5% CO_2_, 0.1% O_2_) for 3 h followed by replacing the ischemic buffer with a normal cell medium, and were incubated under normoxia conditions for 4 h to complete the sI/R protocol as described [18, 25]. Coverslips or plates were processed for QRT-PCR, immunoblotting, TUNEL staining, and caspase-Glo 3/7 assays.

### RNA isolation and real-time QRT-PCR analyses

Total RNA from CMs and mouse hearts was prepared using Trizol Reagent (Invitrogen) and treated with RNase-free DNase I to remove genomic DNA as described [57, 58]. For the detection of mature miR-150, the TaqMan MiR Reverse Transcription Kit (Life Technologies) was used to synthesize cDNA for TaqMan MiR Assays. We used the miR-150 TaqMan probe (000473; Life Technologies) to measure the evolutionarily conserved mature miR-150 by Real-Time RT-PCR. U6 snRNA probe, 001973 (Life Technologies) was used for an endogenous control.

cDNA for genes and ncRNAs was synthesized using SuperScript III reverse transcriptase (Invitrogen) and random hexamers. Expression of genes or lncRNAs was detected using TaqMan expression assays for the mouse (*Anp*, Mm00435329_m1; *Tnf-α*, Mm00443258_m1; *Col3a1*, Mm00802300_m1; *Bax*, Mm00432051_m1; *Bak1*, Mm00432045_m1; *Egr2*, Mm00456650_m1; *P2x7r*, Mm00440578_m1; *Casp14*, Mm00438040_g1; *Ing-4*, Mm00460097_m1; *p53*, Mm01731290_g1; *Gdap1l1*, Mm00523187_m1; *Cspg5*, Mm00516549_m1; *Cfl1*, Mm03057591_g1; *Mfsd12*, Mm01172867_m1; *Arhgef39*, Mm01349584_g1; *Map2k7*, Mm00488759_m1; *Cdk14*, Mm00448111_m1; *Slitrk6*, Mm07302106_m1; *Gm41664*, Mm03960618_m1; *Tspan2os*, Mm01305745_m1; *AK036033*, Mm01302617_m1, and *Gapdh*, Mm99999915_g1 for an endogenous control), and the human (*GDAP1L1*, Hs00225209_m1; *BCL2*, Hs04986394_s1; *BAK1*, Hs00832876_g1; *BAX*, Hs00180269_m1; *p53*, Hs01034249_m1, and *GAPDH*, Hs02786624_g1 for an endogenous control). Expression of circRNAs was detected using Circular RNA qPCR service (Arraystar Inc). Briefly, circRNAs primers were designed specifically for the circular junction sites to achieve highly specific and accurate detection of circRNAs, even in the presence of linear counterparts. The following sense and anti-sense primers were used to amplify and measure the amount of circRNAs by SYBR Green-based Real-Time RT-PCR: mmu_circRNA-31100, 5’-GCTCTGCCTATGAGTTCTACCA-3’ and 5’-TTTTCAGAGCAGAAGTTCTGGT-3’. mmu_circRNA-32197, 5’-TGCTGTGCTGCCTTAGACAGG-3’ and 5’-TCCGAGATGGAATGAAGCAACT-3’. *Gapdh* (5’-CACTGAGCAAGAGAGGCCCTAT-3’ and 5’-GCAGCGAACTTTATTGATGGTATT-3’) was used for an endogenous control.

Real-time PCR Reactions were amplified and analyzed in triplicate using a QuantStudio 3 Detection System (Life Technologies) as described previously [58]. PCR reaction conditions were as follows: Step 1: 50 °C for 2 min, Step 2: 95 °C for 10 min, Step 3: 40 cycles of 95 °C for 15 seconds followed by 60 °C for 1 min. Expression compared to endogenous controls was calculated using 2^−ΔΔCt^ and levels were normalized to control.

### Apoptosis by TUNEL staining

DNA fragmentation was detected in situ using TUNEL [59]. In brief, hearts or cells were incubated with proteinase K, and DNA fragments were labeled with fluorescein-conjugated dUTP using terminal deoxynucleotidyl transferase (Roche Diagnostics). The total number of nuclei was determined by manual counting of DAPI-stained blue nuclei in six random fields per slide or coverslip (original magnification, ×200). All TUNEL-positive green nuclei were then counted. Digital photographs of fluorescence were acquired with a Zeiss microscope (ApoTome.2; Carl Zeiss) and processed with Adobe Photoshop CC 2021.

### Caspase-Glo 3/7 assay

Caspase 3/7 activity in CMs was measured with the Caspase-Glo 3/7 Assay kit (G8090, Promega) for detecting apoptosis. Briefly, 10 μg of protein in a 50 μl total volume was mixed with 50 μl of caspase-Glo 3/7 reagent and incubated for 1 h at room temperature. Luminescence was measured with the Synergy LX FA Multi-Mode Microplate Reader (BioTek Instruments), with each CM sample run in triplicate as described [25, 60].

### Statistical analysis

Data are presented as mean ± SEM (unless noted otherwise in the figure legend) from independent experiments with different biological samples per group. Triplicate experiments were performed for all biochemical and cell biology studies. The number of in vitro biological samples per group was 6. The number of mouse samples per group was 3–18. The exact sample size for each experimental group/condition is given as a number in the figure/table legend. To ensure the robustness of the data and to allow the direct evaluation of the distribution of the data, we present graphical data as scatter/dot plots. Statistical significance was determined by unpaired two-tailed *t*-test for comparisons between two groups, one-way ANOVA with Tukey multiple comparison test for multiple groups, two-way ANOVA with Tukey multiple comparison test for comparisons between two groups with different treatments, and two-way repeated-measures ANOVA with Bonferroni post hoc test for two groups over time. The unpaired two-tailed *t*-test was based on assumed normal distributions. A *P*-value <0.05 was considered statistically significant. *P*-values are indicated as follows: * or ^#^*P* < 0.05, ** or ^##^*P* < 0.01, and *** or ^###^*P* < 0.001.

## Supplementary information

Combined Supplementary Information

Table S3_CircRNAs Dataset

Table S4_LncRNAs Dataset

Table S5_Genes Dataset

Original Western Blot Images

## Data Availability

The microarray data discussed in this study have been deposited in NCBI’s Gene Expression Omnibus. Datasets are accessible through GEO Series access number GSE199290 for circRNA profiling, and GSE199195 for lncRNAs and mRNAs. All other data that are not included in this publication, analytical methods, and study materials will be made available to other researchers for purposes of reproducing results or replicating procedures. Other methods and full and uncropped western blot images are also provided in Supplementary Information.

# Supplementary material for: MiR-150 blunts cardiac dysfunction in mice with cardiomyocyte loss of β1-adrenergic receptor/β-arrestin signaling and controls a unique transcriptome
**Source:** Cell Death Discov. 2022 Dec 30;8:504. doi: 10.1038/s41420-022-01295-9

**Figure S9A**

**Bcl2 26 kDa**

Antidody #3498Cell Signaling

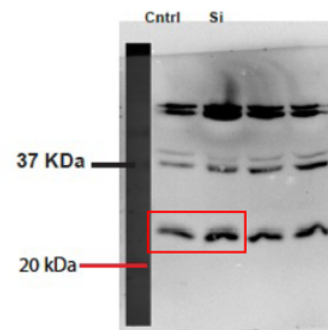

**b-actin 42 kDa**

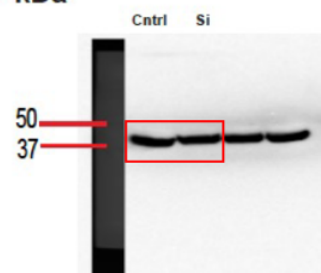

Figure S9B

## Bax 20 kDa

Antidody #2772 Cell Signaling

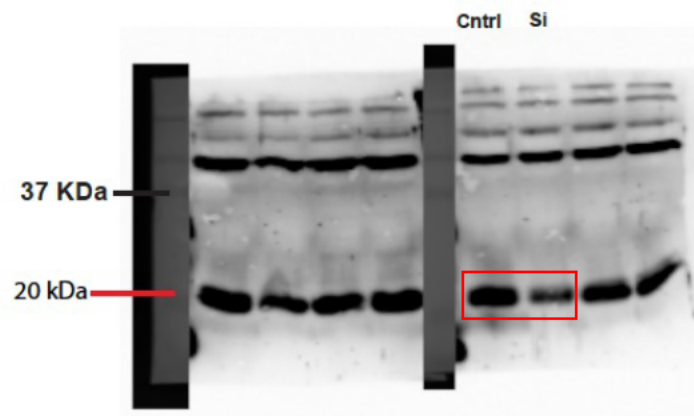

## b-actin 42 kDa

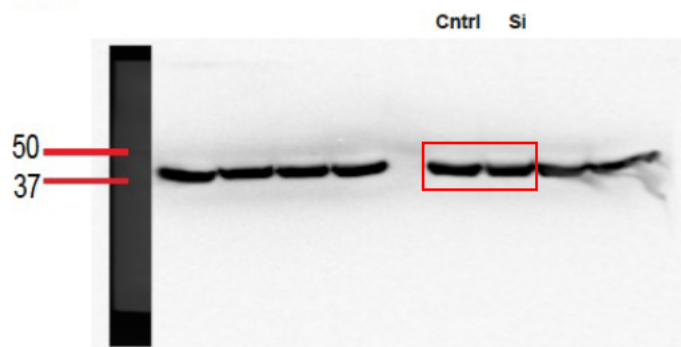

**Figure S9C**

**P53 53 kDa**

Antidody #sc-126 Santa cruz biotec

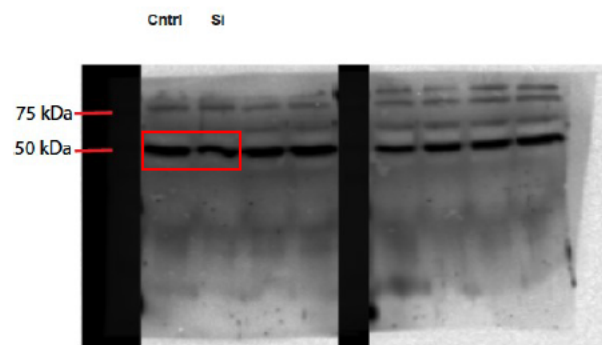

**b-actin 42 kDa**

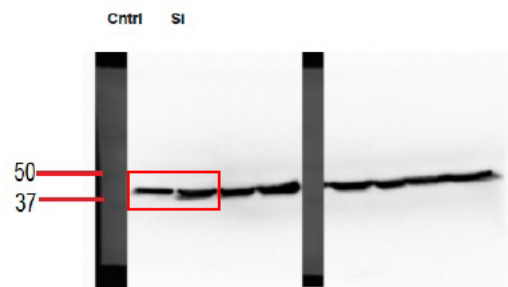

**Figure S12A-C**

**Gdap1I1 42 kDa**  
Antibody: Thermofisher Catalog # TA503153

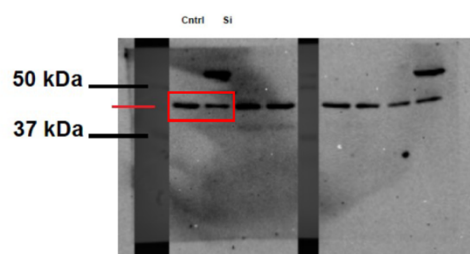

**P53 53 kDa**  
Antidody #sc-126 Santa cruz biotec

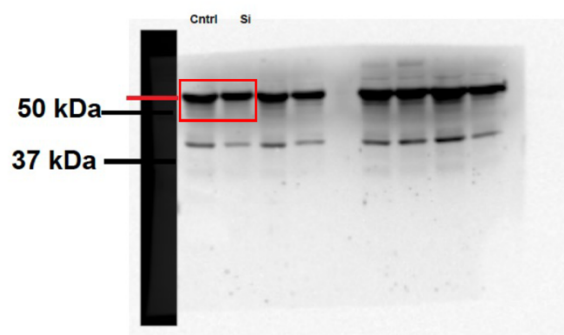

**b-actin 42 kDa**

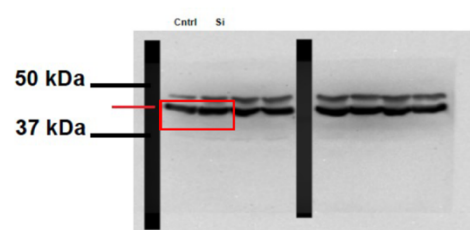

**Figure S12D**

**Cleaved Casp-3 17, 19 kDa**

Antibody: Cell Signaling Cat: Antibody #9661

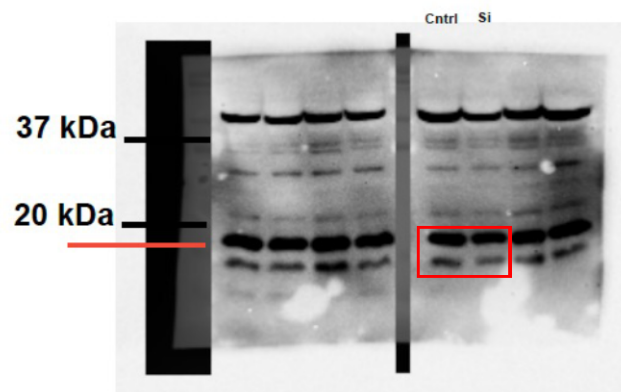

**b-actin 42 kDa**

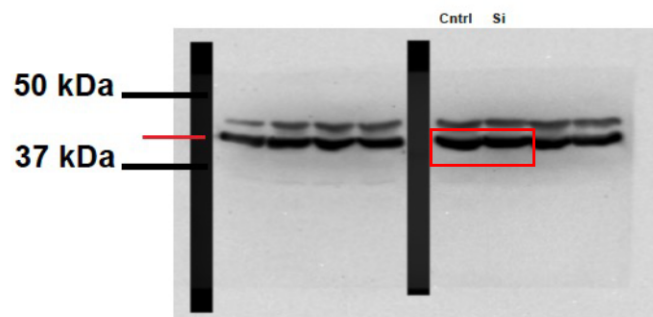

Figure S12E

Bax 20 kDa

Antidody #2772 Cell Signaling

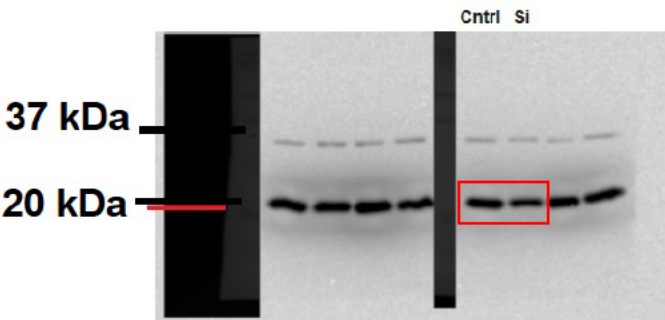

b-actin 42 kDa

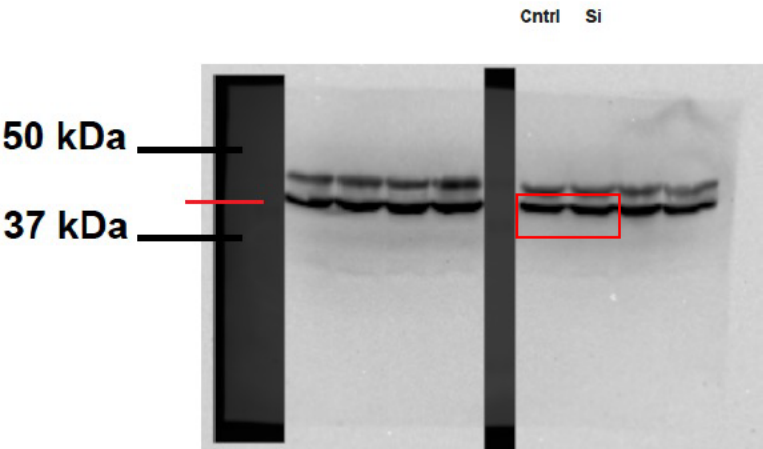

Figure S12F-H

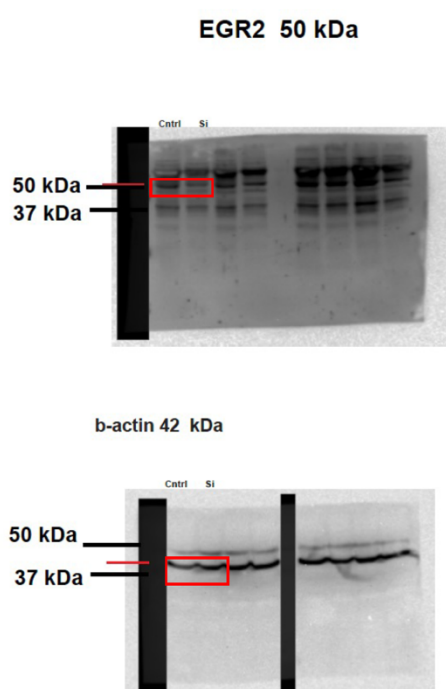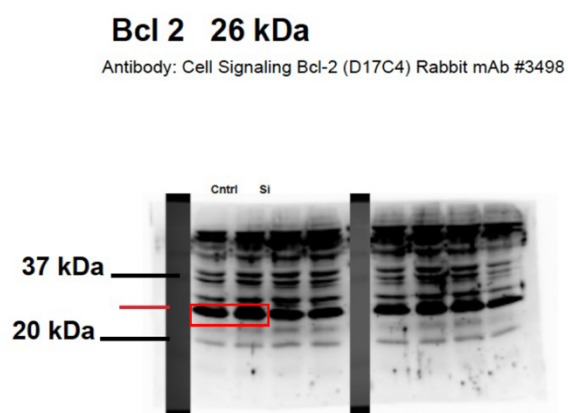

**Supplement:** Supplementary file 5 — Original Western Blot Images

How the deposited data were processed for this re-analysis (not part of the article)

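RNA from the left ventricles of 12 mice was measured on Arraystar mouse circRNA microarrays, 1 array per mouse. The groups were vehicle-treated and ISO-treated transgenic mice (TG) and vehicle-treated and ISO-treated double transgenic mice that also overexpress miR-150 (DTG), with 3 mice each. Groups, replicate numbers, sex and age were taken from the sample labels, and dose and duration from the paper's methods. All 12 arrays were used, and each file held 1 array.

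The authors treated total RNA with RNase R, labeled it with Cy3 and scanned the arrays, and deposited the spot intensity values that Feature Extraction version 11.0.1.1 wrote. The processed signal used here is this software's intensity on a linear scale after its own background correction, and it is not normalized between arrays. The median background was between 17 and 22 intensity units per array. The paper's text does not name an array normalization. Its statistics section, written for the whole paper, names an unpaired two-tailed t-test for comparisons of 2 groups, two-way ANOVA with Tukey's test for 2 groups with different treatments, and a P-value below 0.05 as significant. It does not say which of these was applied to the lists of Table S3 or whether p was adjusted for the number of probes. The paper refers to its Supplementary Information for other methods, and the combined file of it was not read here. The headings of the 8 sheets of Table S3 speak of more than 2 folds, while the lists go down to 1.5-fold and 261 of the 1130 entries are beyond 2-fold.

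The processed signal was converted to log2, spots marked as outliers by the software were removed, and each array's 75th percentile over the 14236 circRNA probes was subtracted. Probes well above background on at least 3 of the 12 arrays were kept. Each circRNA probe had 1 spot, and probes for linear RNA had 10 spots, which were averaged. Linear models were fitted with limma version 3.58.1 (lmFit and eBayes) in R version 4.3.3, with the 4 groups as the only terms and a prior of 3.98 degrees of freedom. p-values were adjusted by the Benjamini-Hochberg method over the probes tested, with a limit of 0.05. A second limit was a change of at least 1.5-fold with an unadjusted p below 0.05, because the fold changes listed in Table S3 go down to 1.5-fold, and the 2-fold limit of its headings was an alternative. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.

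Comparison I was ISO TG against vehicle TG, II was ISO DTG against ISO TG, III was ISO DTG against vehicle DTG and IV was vehicle DTG against vehicle TG. The interaction was III minus I. The filters counted probes that passed the 1.5-fold limit in I and II in opposite directions. Because I and II share the ISO TG arrays, 20 simulations of groups without change were made with each probe's own spread, the same in all groups.

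The fit was tested on simulated data with 200 of 12899 probes changed. With a log2 change of 1, 0% of the changed probes were recovered at the adjusted limit in each comparison. With a log2 change of 2, 65% were recovered in I, 69% in II, 51.5% in III and 58% in IV. All groups were simulated with the same spread, in 1 run for each comparison and size. Differences in recovery between the comparisons therefore tell nothing about the real groups. Signal over background and the number of arrays set the precision, and arrays have no read depth.

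The alternatives set before the data were examined were quantile normalization, the median of the tested probes, the 75th percentile over probes detected on all arrays, no filter on dim probes, detection on all 12 arrays, slide, replicate number, sex and age as terms, a fit to the 6 arrays compared, weights for each array (limma's arrayWeights), a variance trend with a robust prior, the methods' t-test, a 2-fold limit and leaving out each array in turn. A normexp background correction with an offset of 50 and scaling to the 14 circRNA control probes were added after the data were seen. The array weights were estimated by the gene-by-gene method, because the REML estimate did not converge and gave a single array an extreme weight. This change was made before any count from the REML weights was seen. Slides were told apart by the identifier of the scan image, with 4 arrays on slide 1 and 8 on slide 2.

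The rule for naming circRNAs covered those named in the paper's text, those with a QRT-PCR note, and selected entries of Table S3. It also covered the 3 largest rises and falls past the adjusted limit with groups that do not overlap. The files read here do not pair probe numbers with circRNA names. No probe passed the adjusted limit, so no circRNA is named from these values, and fold changes were not set against Table S3 one by one. After the data were seen, 504 combinations of signal, offset, probe set and normalization were searched for one that gives the fold changes of Table S3, so that probes could be matched by value. The best gave 4.96% of the 1130 entries, and 4.87% were matched when the entries were shifted by a small amount, which measures chance. None of the combinations, nor of smaller sets tried before, was used for any result. The lncRNA and mRNA arrays and the QRT-PCR data are not analysed here, and a comparison of the linear RNA probes between groups is not reported here.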

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

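The arrays carry 50 probes for linear RNA, which the paper does not report on, in 10 spots each. On all 12 arrays, 17 of them gave a signal above every negative control probe, although RNase R was used to remove linear RNA. What drew attention is a signal in probes outside the circRNA data that the paper discusses. For 44 of the 50, the probe's accession was paired with a gene symbol in RefSeq.

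Per array, 77.4% to 90.0% of the linear RNA spots were well above background, against 20% to 27.3% of the negative control spots. Neither linear RNA left after RNase R nor binding of circRNA or of labeled random-primed products to these probes was tested as the source of the signal. No biological explanation was tested for this signal.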

How the results depend on the processing

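The tests with normexp and with control-probe scaling, the splits at the adjusted limit with equal weights and the regroupings of the interaction's adjusted count were chosen only after the result was seen.

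At an adjusted p of 0.05, limma called 0 circRNA probes in I, II, III, IV and the interaction with the 75th percentile over all circRNA probes, where 1785, 3351, 242, 273 and 638 had an unadjusted p below 0.05. The count was also 0 in these 5 tests with the median of the tested probes, with the 75th percentile over detected probes, with either filter on dim probes, with slide, replicate number or sex in the fit, with a variance trend and with the added control-probe scaling. Quantile normalization gave 1 call in II and 1 for the interaction, and age as a covariate gave 1 in IV. The fit to the 6 arrays compared gave 1864 calls in II and 0 in I, III and IV. The less variable ISO DTG arrays no longer shared a spread with the vehicle TG arrays in that fit. The methods' t-test gave 6 in II. The added normexp correction gave 249 in II. Weights for each array, from limma's gene-by-gene method because REML did not converge, gave 2782 in I, 5973 in II, 814 in III, 5 in IV and 1766 for the interaction, and the weight of vehicle TG replicate 3 was 0.0873 against 5.63 for vehicle DTG replicate 1. With 1 array left out at a time, the count lay between 0 and 140 in I and between 0 and 1511 in II, and was 0 in III, IV and the interaction. The 140 came without replicate 3 of ISO TG, which also gave 1361 in II. The 1511 came without replicate 3 of vehicle TG, and 1 call in II came without replicate 1 of vehicle TG. The larger counts under weights do not by themselves exclude chance. With weights fitted to each split of the 6 arrays, 2 of 10 splits gave a count as large as the labeled one in I, with up to 3935 calls, and 2 of 10 did in II, with up to 6116.

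Of the 10 ways to split the 6 arrays of a comparison, the number giving as many probes at 1.5-fold and an unadjusted p below 0.05 as the labeled groups was 4 in I, 1 in II, 1 in III and 8 in IV. At the adjusted limit it was 10 in each, which tests nothing, since any split reaches a count of 0. Chance cannot be excluded in any of the 4 comparisons, because 10 splits cannot give a share under 0.05. For the interaction, the count of 0 at the adjusted limit is reached by any of the 100 regroupings of treatment within genotype and tests nothing, and 15 of them gave calls. At 1.5-fold and an unadjusted p below 0.05, 33 of 100 gave at least the 638 probes of the labeled groups (median without the labeled one 313, highest 3378), so chance is not excluded.

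With the unadjusted p alone, the 6-array fit gave 426 in I, 5220 in II, 1609 in III and 126 in IV, and the methods' t-test gave 401, 3945, 1548 and 225, where about 651 are expected by chance. With the shared spread I lay above this number and III below it, and with these fits the reverse. The counts at 1.5-fold and an unadjusted p below 0.05 were 1762 in I, 3316 in II, 228 in III and 267 in IV, with 514 and 330 probes in the filters (up in I and down in II, and the reverse). Weights for each array gave 4763, 6177, 1271 and 702, with 2227 and 1516 in the filters. The 6-array fit gave 426 in I, 747 in III and 126 in IV, with 190 and 88 in the filters. The methods' t-test gave 297 in I, 472 in III and 100 in IV, with 91 and 49 in the filters. Slide as a block gave 137 in II and 108 in III, with 17 and 18 in the filters. Slide is separated from group in that fit only through the vehicle DTG arrays, and the median standard error in II rose from 0.38 to 0.70. Age as a covariate gave 765 in III and 464 in IV, with 273 and 215 in the filters. The 2-fold limit gave 949, 2117, 92 and 136, with 274 and 162 in the filters, since it is stricter by construction. The added normexp correction gave 4369 in I, 411 in III and 2423 in IV, with 1273 in the first filter. The added scaling to the circRNA control probes gave 3792 in I and 1956 in II, with 15 and 748 in the filters. For the interaction, the count of 638 became 4552 with weights for each array, 113 with slide as a block, 5812 with normexp (529 higher and 5283 lower) and 424 with control-probe scaling (391 and 33), against 230 higher and 408 lower with the 75th percentile. Apart from the 2-fold limit and the 6-array fit, the cause of these shifts was not tested.

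Leaving out 1 array at a time gave 816 to 4990 probes in I, 1244 to 4820 in II, 96 to 485 in III, 99 to 1025 in IV and 251 to 2945 for the interaction. The filters ranged from 134 to 1923 and from 63 to 978. The interaction was lowest without replicate 2 of vehicle DTG and highest without replicate 1 of vehicle TG. The count in I was lowest without replicate 2 of ISO TG and highest without replicate 1 of vehicle TG. In II it was lowest without replicate 1 of ISO TG and highest without replicate 3 of vehicle TG. In III the extremes came without replicate 1 of vehicle DTG and replicate 3 of vehicle TG, and in IV without replicate 1 of vehicle DTG and replicate 2 of vehicle TG. Both filters were lowest without replicate 1 of ISO TG. The first was highest without replicate 1 of vehicle TG and the second without replicate 3 of ISO TG.

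The scaling changed how many probes rose against how many fell. In II, 36.9% of the probes past the 1.5-fold limit were higher with the 75th percentile, 49.3% with quantile normalization (1515 higher and 1555 lower) and 46.9% with the median (1506 and 1705). In IV the share was 27.3% with the 75th percentile, 52.3% with quantile normalization (125 and 114) and 38.7% with the median (105 and 166). The added normexp correction gave 3859 higher and 510 lower in I, 146 and 265 in III, and 2407 and 16 in IV. The added control-probe scaling gave 18 higher and 3774 lower in I, 970 and 986 in II, 11 and 147 in III, and 13 and 344 in IV. The median log2 fold change of all probes was 0.09 in I, -0.10 in II, -0.02 in III and -0.03 in IV with the 75th percentile. It was 0.43, -0.42, -0.31 and 0.36 with normexp and -0.82, 0.08, -0.30 and -0.47 with control-probe scaling. Directions of single circRNAs are therefore relative to the bulk of probes on each array.

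The labels give the same replicate numbers to all groups. Across 18 pairs of arrays with the same number, the correlation of their deviations from the group means ran from -0.37 to 0.36, and 4 were over 0.1, so the numbers do not pair the mice. With a replicate block, limma called 0 probes in each test, and the 1.5-fold limit gave 1981 in I, 3429 in II, 219 in III, 251 in IV and 885 for the interaction, with 713 and 368 in the filters.

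Not run were normexp on the mean signal, which is not among the columns, a median of spots, since each circRNA probe has 1 spot, and scan batch apart from slide, which divided the arrays in the same way. Every array had at least 86.3% of its circRNA probes well above background, and requiring this on all 12 arrays gave 0 calls as well.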

Differences from the paper's values

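The circRNA counts below are set against the lists of Table S3 and the numbers in the text. The paper's statistics section takes a P-value below 0.05 as significant, and its text does not say how this was applied to these lists. The combined Supplementary Information was not read here. The sheet headings of Table S3 speak of more than 2 folds, while the lists go down to 1.5-fold, so the 1.5-fold limit with an unadjusted limma p below 0.05 was used here. There were 26 alternatives set before the data were examined.

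In comparison I, the paper's lists hold 42 higher and 18 lower circRNAs, and 1035 and 727 probes were counted here. None of the 26 alternatives came within 1.5 times of the paper's values, with 180 to 3223 higher and 117 to 1936 lower. In comparison II, the paper lists 458 higher and 517 lower, against 1225 and 2091 here. For the higher list, the alternatives within 1.5 times of the paper's were the 2-fold limit (667) and leaving out replicate 1 of ISO TG (447), while the other 24 ran from 74 to 2363. For the lower list none did, with 63 to 3814. In comparison III, the paper lists 58 higher and 20 lower, against 115 and 113 here. For the higher list, slide as a block (74) and leaving out replicate 1, 2 or 3 of ISO DTG (78, 81 and 51) or replicate 1 of vehicle DTG (45) came within 1.5 times of the paper's, and the other 21 did not. For the lower list none did, with 34 to 585. In comparison IV, the paper lists 14 higher and 3 lower, against 73 and 194 here, and none of the alternatives came within 1.5 times, with 26 to 385 higher and 63 to 666 lower.

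Beyond 2-fold, the paper's lists hold 5 circRNAs in I, 251 in II, 0 in III and 5 in IV, and the 2-fold limit gave 949, 2117, 92 and 136 probes here.

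The paper's lists share 18 circRNAs that are higher in I and lower in II, and 514 probes were counted here. Slide as a block gave 17, and the other 25 alternatives did not come within 1.5 times. Scaling to the circRNA control probes, chosen after seeing the values, gave 15. The lists share 10 that are lower in I and higher in II, against 330 here, and none of the alternatives came within 1.5 times, the nearest being 18 with slide as a block. From these, the paper's text filters 4 circRNAs, 2 potentially deleterious and 2 potentially beneficial, against 844 probes, 514 and 330 here. The further step from the shared lists to the 4 was not repeated here, so these are not like counts. None of the 26 alternatives came within 1.5 times of the paper's 4, 2 and 2, with 35 to 3743 in all, 17 to 2227 and 18 to 1516.

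The paper states that miR-150 controls a small number of circRNAs after ISO. In the main limma fit, II had the highest count of the 4 comparisons at the 1.5-fold limit, with 3316 probes. At the adjusted limit that fit called 0 in II, as did 10 of 15 alternatives without arrays left out. The 6-array fit called 1864 and weights for each array 5973. At the 1.5-fold limit, I exceeded II with slide as a block (1547 against 137) and with normexp (4369 against 2905). It also did with control-probe scaling (3792 against 1956) and without replicate 1 of vehicle TG (4990 against 4196). In the other settings II was the highest. The interaction gave 0 calls by limma in the main fit, and 638 at an unadjusted p below 0.05.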

Other observations

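The tests of the scanner gain, of linear RNA on the bright array, of the slide and of exchanged labels were chosen only after the result was seen.

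The array of vehicle TG replicate 3 was brighter than the other 11. Its 75th percentile over circRNA probes was 424 intensity units, 2.48 times that of the next array (171), and its linear RNA probes had a median of 113, against 21.4 to 37.2 on the others. A higher scanner gain would raise the circRNA control probes by as much. Their median was 399 on this array and 309 to 682 on the others, which argues against gain as the whole cause. Linear RNA left after RNase R may be part of it. The median of the linear RNA probes was 3.04 times that of the next array and the median of the circRNA probes 2.59 times. The log2 difference of these medians was -0.45 on this array, higher than on 9 of the other 11 but within their range of -1.18 to -0.38, so the test does not decide. Whether circRNA probes bind linear RNA was not tested. What the control probes measure is not stated in the files, so more labeled RNA on this array stays open if they are added standards. No biological explanation was tested, as the other vehicle TG arrays did not share the pattern. Without this array, 1411 probes passed the 1.5-fold limit in I and 485 in III in the same fit, so the count in I is not made by this array alone. It may still come from other arrays, since 4 of the 10 splits of I, the labeled one included, gave at least 1762.

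The TG arrays differed from one another more than the DTG arrays did. Spearman correlations with the 6 DTG arrays were 0.973 to 0.987 for vehicle TG replicate 2 and 0.953 to 0.983 for ISO TG replicate 3. They were 0.839 to 0.891 and 0.888 to 0.926 for ISO TG replicates 1 and 2, and 0.890 to 0.945 and 0.818 to 0.860 for vehicle TG replicates 1 and 3. In comparison I, the split that exchanges ISO TG replicate 3 with vehicle TG replicate 1 gave 1712 calls by limma at the adjusted limit and 4697 at the 1.5-fold limit, against 0 and 1762 for the labels. Exchanged labels could give this, but exchanging ISO TG replicate 3 with vehicle TG replicate 3 also gave calls (949), and the split was picked from 10 by its count. Exchanged labels and true differences between mice cannot be told apart here, because the arrays hold no independent marker of treatment. A response to ISO that varies between mice was not tested.

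The 3 ISO DTG arrays and vehicle DTG replicate 3 were on slide 1 and the other 8 arrays on slide 2, so comparison II is also a comparison of slides. On a scale from 0 (mean of ISO TG) to 1 (mean of ISO DTG), the 5 arrays of slide 2 outside this comparison lay at 0.08 to 0.90, and 4 of the 5 were above 0.5 (exact two-sided sign test p = 0.375, where 5 arrays cannot give less than 0.0625, so the test decides nothing). Vehicle DTG lay at 1.00 on slide 1 (replicate 3) and at 0.90 and 0.52 on slide 2. With slide as a block the count in II fell to 137, and the median standard error rose from 0.38 to 0.70. Lost precision and the removal of a slide effect could each lower the count, and these fits do not tell how much either did. Slide and group cannot be told apart in II except through the vehicle DTG arrays.

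The number of probes with opposite changes in I and II was 514 and 330, above the 95 and 84 that were the highest of 20 simulations in which groups without change shared the ISO TG arrays. These simulations gave each probe independent noise with the same spread in all groups, and whole arrays that deviate across many probes could give more. When the 9 arrays of the 3 groups were assigned at random, 4 of 100 assignments, the labeled one included, gave as many probes up in I and down in II, and 7 of 100 gave as many in the reverse direction. The share is under 0.05 for the first filter and not for the second, and 6 of 100 reached the total of both, so chance is not excluded for the filters together. These assignments ignore slide, although the ISO DTG arrays were on slide 1 and the other 6 on slide 2. With slide as a block the filters held 17 and 18 probes. The median of the random assignments was 19 and 28 probes, and the highest was 1241 and 873. The filters depend on single arrays, with 134 and 63 probes without ISO TG replicate 1, and 1046 and 978 without ISO TG replicate 3. Deviation of a few whole arrays and an effect of ISO that miR-150 opposes cannot be told apart with these 9 arrays.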
